# Postnatal DNA demethylation and its role in tissue maturation

**DOI:** 10.1038/s41467-018-04456-6

**Published:** 2018-05-23

**Authors:** Yitzhak Reizel, Ofra Sabag, Yael Skversky, Adam Spiro, Benjamin Steinberg, Diana Bernstein, Amber Wang, Julia Kieckhaefer, Catherine Li, Eli Pikarsky, Rena Levin-Klein, Alon Goren, Klaus Rajewsky, Klaus H. Kaestner, Howard Cedar

## Abstract

Development in mammals is accompanied by specific de novo and demethylation events that are thought to stabilize differentiated cell phenotypes. We demonstrate that a large percentage of the tissue-specific methylation pattern is generated postnatally. Demethylation in the liver is observed in thousands of enhancer-like sequences associated with genes that undergo activation during the first few weeks of life. Using a conditional gene ablation strategy we show that the removal of these methyl groups is stable and necessary for assuring proper hepatocyte gene expression and function through its effect on chromatin accessibility. These postnatal changes in methylation come about through exposure to hormone signaling. These results define the molecular rules of 5-methyl-cytosine regulation as an epigenetic mechanism underlying cellular responses to a changing environment.

## Abstract (web summary)

Here the authors show that a large fraction of the tissue-specific methylation pattern is generated postnatally. These changes, which occur in response to hormone signaling, appear to play a major role in the regulation of gene expression and tissue maturation in the liver.

## Introduction

DNA methylation patterns are established during mammalian embryogenesis through a programmed process that involves both de novo and demethylation events. Initially, most methyl groups are erased in the early embryo before a new bimodal pattern is established at the time of implantation, where almost all CpG sites undergo de novo methylation while CpG islands are protected by virtue of *cis*-acting regulatory sequences^1^. Following implantation, all subsequent changes in DNA methylation appear to be gene specific, with pluripotency genes, for example, becoming de novo methylated at the time of gastrulation^2,3^, while tissue-specific regulatory regions undergo demethylation during embryonic development^4,5^ or during adult stem cell differentiation^6^. These processes are triggered by external signaling factors, which then direct interactions between *cis*-acting sequences and *trans*-acting proteins within the cell that have the ability to recruit either the de novo methylation complex or demethylation machinery^1^. Once the epigenetic alterations occur, they serve to autonomously maintain these developmental decisions by generating a stable chromatin template that can persist for long time periods^1^.

It is generally believed that the DNA methylation patterns established during development do not undergo further alterations, but recent studies indicate that methylation changes may indeed occur postnatally in terminally differentiated tissues. This has been observed, for example, in cardiomyocytes where many gene regions become hypomethylated or hypermethylated during heart muscle maturation^7^ and stable programmed demethylation of defined regulatory sites also occurs postnatally in the mammary tissue following pregnancy^8^ as well as in the liver^9,10^, where some of these events are mediated by the secretion of testosterone^11^. It has been suggested that DNA methylation changes may also be induced by the environment or by specific behaviors^12^. In this paper, we have used high-throughput analysis to demonstrate the existence of programmed postnatal changes in methylation in many different tissues of the body. Furthermore, using the liver as a model system, we show that these changes, which are induced by hormone signaling, are associated with extensive alterations in gene expression that take place during the first few weeks after birth. Finally, by employing genetic intervention, we show that these methylation changes play a role in the process.

## Results

### Postnatal demethylation

In order to investigate the possibility that methylation patterns are subject to postnatal alterations, we analyzed genome-wide methylation in the mouse liver from the time of birth through adult life. This was accomplished using reduced representation bisulfite sequencing (RRBS), a technique that covers a large fraction of the regulatory sequences present in DNA and at sufficient depth to obtain reproducible results^13^. 

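RRBS reads the methylation of CpG sites in fragments released by a restriction enzyme. The authors aligned the reads to the mouse genome build mm9 with BSMAP. For every 100 bp tile they gave the methylated fraction, with a coverage minimum of 10 CpGs. The deposited table lists 913286 tiles as fractions and gives no coverage. The depth behind each value is therefore unknown, and no interval was calculated for these fractions. Between 340235 and 611985 tiles had a value per sample. Of the 61 sample columns, 18 could be assigned to a condition. Most hepatocyte columns carry only an animal number. These were assigned where a column of the authors' expression table has the same number and names the condition. The remaining ones name the condition themselves. They came from 2 WT mice of 3 weeks, from 3 injected controls and 2 DKO mice injected at 1 day, and from 3 injected controls and 2 DKO mice injected at 3 weeks. Another 2 came from mice without the insulin receptor (InsR KO), 2 from in vitro cultures, and 1 each from adult fat and neutrophils. The sample list describes 4, 4, 5, 4, 5, 3 and 8 samples for the 7 hepatocyte conditions, so part of each was used here. Columns of hepatocytes at 1 week and from uninjected adults could not be assigned.
Methylation at these ages was taken from whole-genome bisulfite sequencing (WGBS) of 1 newborn and 1 adult WT hepatocyte sample. Each RRBS tile lies inside a 200 bp WGBS tile, and 98.8% of RRBS tiles had both WGBS values. Postnatal tiles were at least 50 percentage points lower in the adult WGBS sample than in fat and in neutrophils, and at least 35 points lower than in the newborn WGBS sample. They were counted as demethylated after 3 weeks when the mean of the 3 week mice was at least 35 points above the adult WGBS value, and as demethylated by 3 weeks otherwise. Prenatal tiles met the same tissue rule and were under 5% in the newborn WGBS sample. These sets mix 2 assays and compare only 2 other tissues, so they differ from the sets of the paper. They were chosen after the files were seen, because the comparison first intended could not be made. Over the postnatal tiles, RRBS of the injected controls minus adult WGBS had a median of -0.863 points and a mean of 1.85 points. The mean was 6.61 points at the tiles demethylated after 3 weeks and -3.75 points at those demethylated by 3 weeks. The 3 week division compares RRBS with WGBS, so a part of the assay in it is not excluded. The value of a condition is the mean, over its mice, of each mouse's mean over the tiles. Conditions were compared by two-sided exact permutation tests on the mouse means. The smallest p is 0.2 for 2 mice against 3 and 0.333 for 2 against 2, so these tests could not reach 0.05.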

By choosing strict criteria to characterize DNA methylation changes (see Methods), we found over 9000 tiles (100 bp) that are undermethylated (>50% reduction) specifically in the adult liver as compared to DNA from a panel of other cell types (*p* value <10^−4^, permutation test). 

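With RRBS of the 6 injected controls as the adult hepatocyte value, 430662 tiles could be compared with fat and neutrophils. Of these, 5427 were at least 50 points less methylated in hepatocytes than in both tissues. A limit of 40 points moved this count most, to 7741. The tissues have 1 sample each, so no error can be given for them, and the permutation test of the paper was not repeated.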

While most of these sites are already unmethylated in 5-day-old liver (1 week), about 2800 actually undergo significant demethylation (>35%) postnatally, with a large number of these (~1800) losing their methyl groups only after 3 weeks (Fig. 1a). 

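Of the 5424 hepatocyte-specific tiles with both WGBS values, 1920 were under 20% methylated in the newborn sample. Another 1462, or 27.0%, were at least 35 points higher in the newborn than in the adult sample. The postnatal set, chosen by adult WGBS, held 1527 tiles. Their mean methylation was 73.2% in newborn and 15.9% in adult WGBS, against 87.3% in fat and 92.1% in neutrophils, each from a single sample. Without the fat and neutrophil rule, an alternative chosen after seeing the data, the set grew to 11575 tiles, the largest move in the size of the set. Methylation stayed high until after 3 weeks at 775 tiles and was lost by 3 weeks at 596. The tiles demethylated after 3 weeks had means of 78.8% in newborn WGBS, 76.0% ± 1.40 (SD, n = 2) in 3 week RRBS and 18.3% in adult WGBS. For those demethylated by 3 weeks the corresponding means were 65.8%, 25.3% ± 0.208 (SD, n = 2) and 12.3%. RNA of these 3 week mice contained the X-inactivation transcript Xist and almost no Y chromosome transcripts, whereas all 15 week WT libraries had the reverse pattern. The sample labels give no sex for these mice or for the adult WGBS sample, so age is not separated from sex in this division of the tiles.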

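For clustering, 298895 tiles had a value in each of 14 hepatocyte samples of 3 week WT, injected controls, both DKO conditions and in vitro cultures. The distance was Euclidean with average linkage. All 6 injected controls had another injected control as their nearest sample. Across the 14 samples, the nearest sample was of the same condition in 9. By a summary chosen after seeing the data, the injected controls formed a cluster of their own once the tree was divided into 4 clusters, and with complete linkage already at 3. A distance of 1 minus the Pearson correlation gave 8 samples in place of 9.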

Unbiased clustering analysis of the entire RRBS data set showed that these differentially methylated regions (DMRs) are highly reproducible and statistically robust (Fig. 1b). Interestingly, even though many regions undergo specific de novo methylation in the liver, only a small number of these sites (~10%) become modified postnatally (Supplementary Fig. 1a). 

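De novo methylated tiles were those at least 50 points more methylated in adult hepatocytes by WGBS than in fat and in neutrophils. Of 5266 such tiles with a newborn value, 292 were also at least 35 points higher in adult than in newborn hepatocytes, a share of 5.55%. Their mean methylation was 28.4% in newborn, 74.0% in adult hepatocytes, 5.29% in fat and 4.36% in neutrophils. Limits of 40 and 25 points moved the share most, to 9.89%. In the direction of loss, limits of 50 and 35 points gave 1527 of 5277 hepatocyte-specific undermethylated tiles, or 28.9%.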

Of note, all of these measurements were carried out on purified hepatocytes, thus verifying that this process is truly cell autonomous and not the result of changes in cell composition during maturation of the liver.

**Fig. 1:**
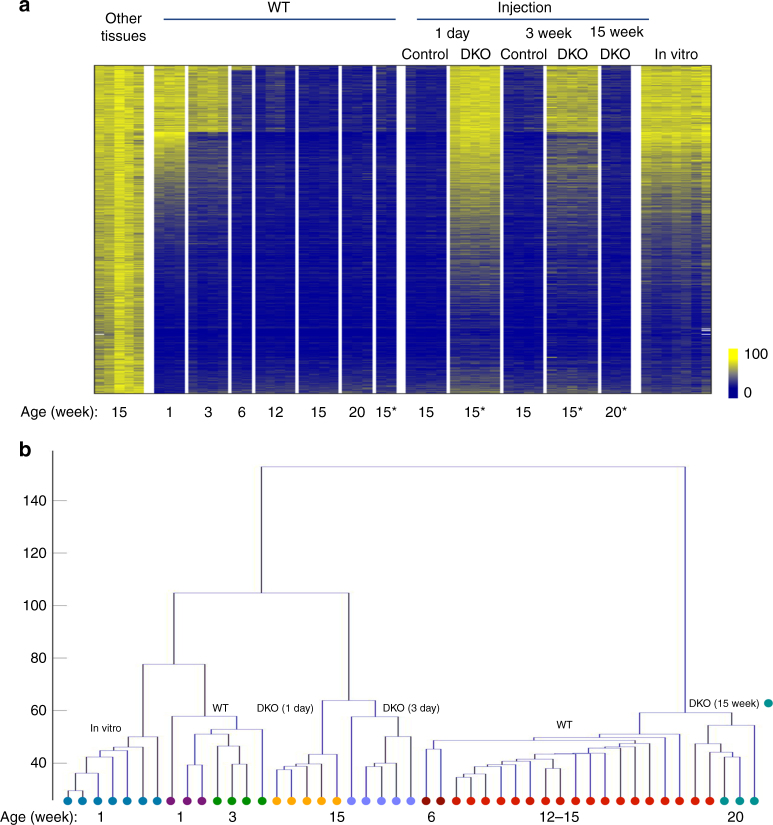
Postnatal demethylation in the liver. **a** Heatmap of specifically undermethylated 100 bp regions (*n* = 9000) measured in hepatocytes from WT or Tet2^F^/Tet3^F^ (*) animals at different ages and in other tissues (lung, heart, neutrophils, brain, fat) by RRBS. Animals were injected with AAV8-expressing Cre under the Tbg-Cre promoter at 1 day, 3 weeks, or 15 weeks (control or DKO). Note that there is only a slight degree of remethylation (<6%) in the 3-week DKO samples. Hepatocytes were also isolated from newborn mice and cultured in vitro for 3 weeks. **b** Unbiased hierarchical clustering analysis on the entire hepatocyte RRBS data set without selection for specific sequences, including the injection controls and in vitro grown hepatocytes (1 week). Injected control samples are included in the 12–15 weeks group

### Biochemical mechanism of demethylation

Demethylation during early stages of embryogenesis is mediated by combinations of TET enzymes which hydroxylate 5mC^14–19^, thus setting the stage for replacement either through replication dilution or active DNA repair processes^20–23^. This also seems to be the case for the postnatal demethylation observed in the liver, as indicated by whole-genome analysis (see Methods), demonstrating that these DMRs are highly enriched for 5hmC (Supplementary Fig. 2). 

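For 5hMeDIP-Seq, DNA fragments with 5-hydroxymethylcytosine (5hmC) were enriched by an antibody from hepatocytes of a 20-day-old mouse. HOMER called 287566 peaks from 25209919 tags, without an input control and without replicates. A tile was counted when it overlapped a peak by at least 1 bp. Intervals are 95% Wilson intervals, which cover counting error over tiles only. Of the 1527 postnatal tiles, 33.7% (31.3 to 36.1) overlapped a 5hmC peak. The share was 38.5% of the tiles demethylated after 3 weeks and 28.4% of those demethylated by 3 weeks. Only 4.80% of prenatal tiles had such a peak. Among tiles with at least 80% methylation in both newborn and adult WGBS, 5.20% did. The stringency of the peak list moved the postnatal share most, to 9.63% with the 50% of peaks with the highest scores. From the enrichment for 5hmC, the paper proposes that postnatal demethylation in the liver also proceeds through hydroxylation of 5mC.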

Recently, it was demonstrated that the specific combination of TET2 and TET3 is necessary for the demethylation that takes place during B cell development in vivo^24^. 

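In RNA-Seq of WT hepatocytes, expression was given as FPKM, the number of fragments per gene normalized to transcript length and library size. *Tet2* (chromosome 3 of mm9, 133126640 to 133207354) was at 2.92 in the single 1 week library, 3.42 ± 0.786 (SD, n = 3) at 3 weeks and 1.63 ± 0.0438 (SD, n = 3) at 15 weeks. *Tet3* (chromosome 6, 83312367 to 83391672) was at 2.77, 2.69 ± 0.492 (SD, n = 3) and 3.14 ± 0.496 (SD, n = 3) at these ages. *Tet1* (chromosome 10, 62267317 to 62342762) was at 0.0512 at 1 week and at 0.00206 ± 0.00205 (SD, n = 3) at 15 weeks.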

In order to test whether postnatal demethylation in the liver is also accomplished in this manner, we first verified that both *Tet2* and *Tet3*, but not *Tet1*, are expressed in hepatocytes. Tet2^F^/Tet3^F^ mice^25,26^ were then injected either at 1 day or 3 weeks after birth with adeno-associated virus 8 (AAV8) carrying the gene for Cre recombinase under the control of the hepatocyte-specific thyroid-binding globulin (Tbg) promoter^27^ and followed until they reached the age of 15 weeks. Preliminary control experiments indicated that infection with AAV in this manner works efficiently to delete target sequences (Supplementary Fig. 3).

Using both RRBS (Fig. 1) and whole-genome bisulfite sequencing (WGBS) (Supplementary Fig. 2), we then analyzed all the sites that normally undergo demethylation in the liver. 

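DKO mice are Tet2 F/Tet3 F animals injected with the Cre virus, and injected controls are the animals labelled as controls for the same injection. Over the 1527 postnatal tiles, methylation by RRBS was 77.0% ± 2.66 (SD, n = 2) in DKO mice injected at 1 day. It was 16.3% ± 0.723 (SD, n = 3) in injected controls of the same time. Both mutants lay above all 3 controls, by a mean of 60.7 points (two-sided exact permutation test, p = 0.2, the smallest p possible). With each mouse left out in turn, the difference stayed between 58.8 and 62.5 points. The median over tiles in place of the mean moved it most, to 74.5 points. Of 1421 postnatal tiles with values in both conditions, 87.7% were at least 35 points more methylated in the mutants than in the controls.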

Double mutants (DKO) of Tet2/Tet3 at birth completely prevented subsequent demethylation. 

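Of the 1371 postnatal tiles with values in both 3 week mice, 56.5% were demethylated after 3 weeks. Leaving out 1 of the 2 mice gave 777 or 825 such tiles. Deletion at 1 day kept both sets methylated. Tiles demethylated after 3 weeks were at 82.6% ± 2.97 (SD, n = 2) in the mutants and 22.5% ± 1.03 (SD, n = 3) in injected controls. For tiles demethylated by 3 weeks these means were 69.8% ± 2.72 (SD, n = 2) and 8.24% ± 0.379 (SD, n = 3). The share of tiles at least 35 points above the controls was 86.7% of 742 and 89.8% of 571.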

Notably, while some of the regions begin to undergo demethylation immediately after birth, almost half of them are demethylated much later, after the first three weeks of life. 

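In mice injected at 3 weeks and examined as adults, the tiles demethylated after 3 weeks had a mean of 73.7% ± 0.270 (SD, n = 2) with the deletion. In the injected controls it was 25.9% ± 2.06 (SD, n = 3), a difference of 47.7 points (two-sided exact permutation test, p = 0.2, the smallest p possible). One of these controls, library C, had Xist and no Y chromosome transcripts, unlike the other controls. Without it, the difference was 48.9 points. Against WT mice of 3 weeks, the age of injection, the mutants differed by -2.35 points. These tiles were chosen by high values in the same 3 week mice, which can make this difference too low. Over all postnatal tiles, which were not chosen on these mice, the mutants lay 2.99 points above them. At the tiles demethylated by 3 weeks, the mutants had 35.0% ± 0.0437 (SD, n = 2) and their controls 8.53% ± 0.811 (SD, n = 3). This difference of 26.5 points has the same smallest p. Here the mutants lay 9.74 points above WT mice of 3 weeks (two-sided exact permutation test, p = 0.333, the smallest p that 2 mice against 2 allow). In a narrower set of 248 tiles within 10 points of the adult value at 3 weeks, chosen after seeing the data, WT mice of 3 weeks had 9.28% ± 0.371 (SD, n = 2). DKO mice had 22.6% ± 0.532 (SD, n = 2) there, and injected controls 4.28%. These low values at 3 weeks are partly a result of the choice of tiles. Tiles within 10 points of adult in 1 of the 3 week mice were at 18.8% or 19.6% in the other.

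**Figure D1:**
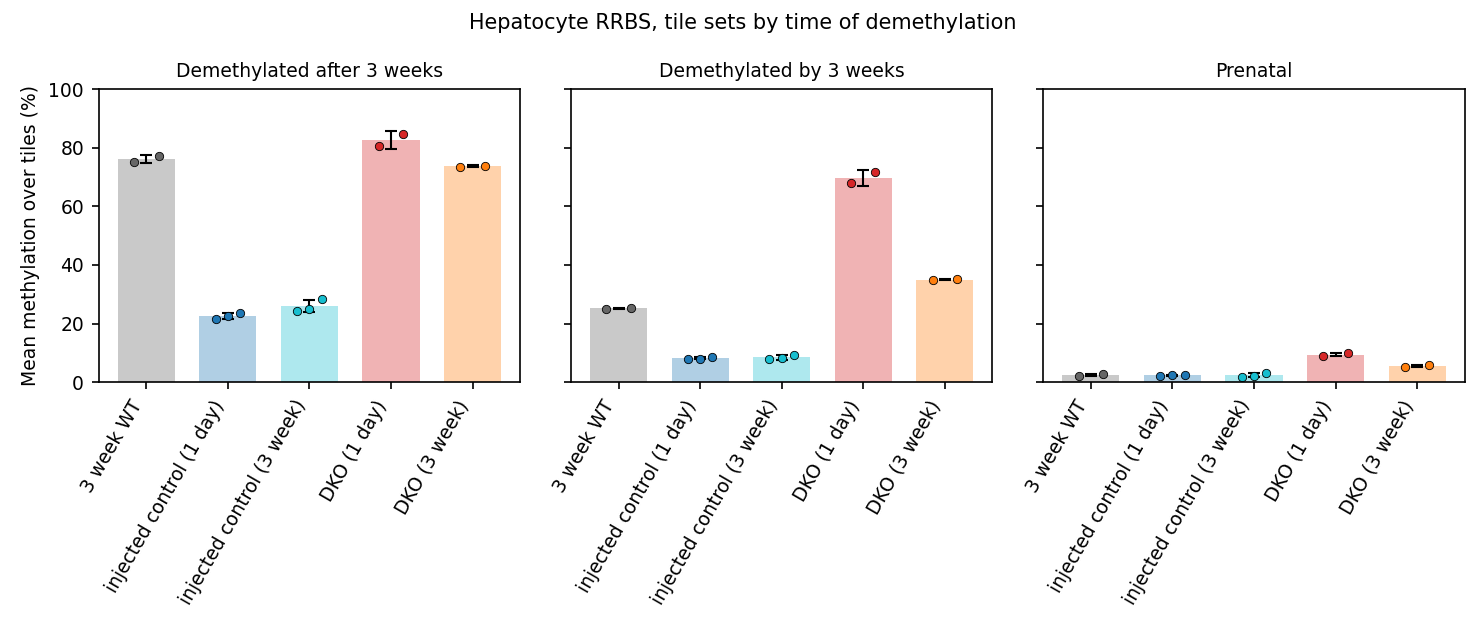
Mean methylation over tiles (%, RRBS) in each mouse for tiles demethylated after 3 weeks, tiles demethylated by 3 weeks and prenatal tiles. Points are mice, bars the mean of a condition and error bars the SD; deletion at 3 weeks leaves the first set at 73.7% and the second at 35.0%.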

Removal of *Tet2* and *Tet3* by infection with AAV8-cre at 3 weeks was able to inhibit demethylation at these sites, but regions that had already undergone demethylation prior to AAV8-cre administration remained largely hypomethylated in these animals (<6% increase). Similar results were obtained when gene ablation was carried out in older animals (15 weeks) following completion of all demethylation events (Fig. 1). This is consistent with the notion that once established, the unmethylated state is autonomously maintained without the need for continuous demethylase activity^28^. Taken together, these results show that postnatal demethylation in the liver is mediated by TET2/TET3 and that in the absence of these enzymes the methylation pattern in hepatocytes remains invariant (Fig. 1). It should be noted that the double mutant had no effect on postnatal de novo methylation (Supplementary Fig. 1a).

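The effect of the deletion was compared between the 2 times of injection by permuting the time of injection among the DKO mice and among the controls. Over all postnatal tiles, the difference from injected controls was 60.7 points after deletion at 1 day and 38.7 points after deletion at 3 weeks. The 2 effects differed by 21.9 points (two-sided permutation test over 120 exact relabelings, p = 0.0167, the smallest p possible). The mutants injected at 3 weeks were at 57.1% ± 0.172 (SD, n = 2) over these tiles, and WT mice of 3 weeks at 54.1% ± 0.647 (SD, n = 2). From the methylation kept after deletion at birth and the low methylation kept at sites already demethylated, the paper concludes that TET2/TET3 mediate postnatal demethylation. It proposes that the unmethylated state, once formed, is maintained without them.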

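At the 292 tiles that gained methylation postnatally, RRBS gave 68.3% ± 0.498 (SD, n = 2) in mice with deletion at 1 day and 66.7% ± 0.669 (SD, n = 3) in injected controls. WT mice of 3 weeks had 51.6% ± 1.31 (SD, n = 2). The mutants lay 1.58 points above the controls (two-sided exact permutation test, p = 0.2, the smallest p possible). The sign changed to -1.66 points with tiles chosen at 50 points.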

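In WGBS the whole genome is sequenced after bisulfite treatment. The authors gave the methylated fraction of 200 bp tiles with a coverage minimum of 15 CpGs, in 3 hepatocyte libraries without replicates: newborn WT, adult WT, and adult DKO injected at 1 day. The table lists 8235920 autosomal tiles and no coverage, so the depth of each tile is unknown. All 3 libraries had a value at 8049849 tiles. The library means were 78.6% in newborn, 75.8% in adult and 76.3% in DKO hepatocytes. With single libraries no test was possible, and tiles were called by a difference of at least 35 points, without a rule on other tissues. Sites were placed by the GENCODE annotation of mm9.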

To gain insight into the nature of DNA segments that undergo postnatal demethylation in the liver, it was necessary to generate a more comprehensive picture of this phenomenon, and to this end, we carried out WGBS analysis on a limited number of hepatocyte samples. This experiment, which was done at a sequencing depth (>30-fold) that allowed the accumulation of highly significant data, revealed approximately 52,000 regions that undergo demethylation postnatally (Supplementary Dataset 1 and Supplementary Fig. 2) with an average size of about 250 bp (Supplementary Fig. 2c). These regions are distributed within a distinct window around its nearest transcription state site (TSS), including both intragenic and intergenic regions of the genome, with very few (<2%) located in promoter regions themselves (Supplementary Fig. 2d, e). 

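Between newborn and adult hepatocytes, 131925 tiles fell by at least 35 points, or 1.64% of 8067987 tiles with both values. Their means were 77.1% in newborn, 26.3% in adult and 72.7% in DKO hepatocytes. A gain of this size occurred at 21336 tiles, so losses outnumbered gains by a ratio of 6.18. The difference required moved the number of lost tiles most: 305479 tiles passed 25 points and 54539 passed 50 points. Adjacent tiles were merged into 106538 regions with a mean size of 248 bp, of which 83.5% were a single tile. In DKO hepatocytes, 70.6% of 131300 lost tiles were at least 35 points above adult WT. Only 2.94% of them were at least 35 points lower in DKO than in newborn hepatocytes, and the median of DKO minus newborn was -4.39 points.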

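Promoters were taken from 1 kb upstream to 100 bp downstream of a transcription start, and gene bodies up to 1 kb beyond their end. Of the tiles that lost methylation, 5409 or 4.10% lay in promoters, against 3.48% of all tiles with a value. Gene bodies held 73698, or 55.9%, against 44.0% of all tiles. The remaining 52818, or 40.0%, were intergenic, against 52.5%. The promoter share was 4.63% for tiles lost by 50 points and 3.29% with promoters of protein-coding transcripts alone, both alternatives chosen after seeing the data.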

Analysis of published chromatin immunoprecipitation-sequencing (ChIP-Seq) data indicated that these regions are highly enriched for histone H3K4me1 and H3K27ac in the adult liver, but not in other tissues or liver from newborn animals (Fig. 2a).

**Fig. 2:**
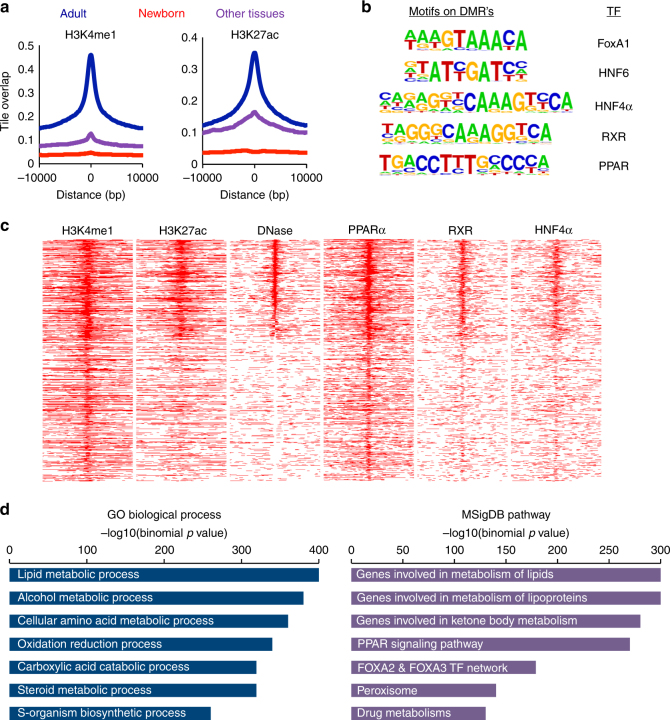
Characterization of regions that undergo postnatal demethylation in hepatocytes. **a** ChIP-Seq of demethylated regions (52,000 200 bp tiles as determined by WGBS) as a function of distance from their center for H3K4me1 and H3K27ac in adult liver (blue), newborn liver (red), and other tissues (purple). **b** Transcription factor motif analysis of these same demethylated regions (*p* value <10^−300^ for all motifs). **c** Heatmaps of H3K4me1 and H3K27ac, DNaseI, PPARα, and HNF4α ChIP binding in hepatocytes as a function of distance from the DMR center (±10 kb) ranked according to the DNaseI lane. **d** Gene ontology and pathways associated with postnatal demethylated regions

### Enhancer demethylation mediates gene expression

This finding suggests that these sequences may represent enhancer elements that become activated postnatally and bioinformatics analysis shows that they are indeed enriched for a number of different common enhancer-binding motifs (genomatix genome analyzer, https://mygga.genomatix.de/) of transcription factor families known to be important in hepatocytes (Fig. 2b). Indeed, many of these sites have a DNaseI-sensitive conformation indicative of protein binding, and several of these factors bind to their demethylated target sequences in the adult liver (Fig. 2c). This suggests that postnatal demethylation occurs at regulatory sites and Gene Ontology (GO) analysis indicates that these sequences are located near genes that are highly enriched for various aspects of liver function (Fig. 2d). Indeed, over 4500 of these DMRs actually represent elements within previously identified hepatocyte super-enhancers^29^.

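For RNA-Seq, single-end reads of 50 bp were aligned with TopHat2, and the authors deposited FPKM per gene from Cufflinks. Of 24 sample columns, 18 could be assigned to a condition by their names. They are 1 library at 1 week, 3 at 3 weeks and 3 at 15 weeks from WT mice, 3 injected controls and 3 DKO mice for injection at 1 day, and 3 injected controls and 2 DKO mice for injection at 3 weeks. No read counts are given. Relative depth, estimated from the smallest values, ranged from 0.751 to 1.06 across the libraries. Of 24397 genes listed, 11166 had a mean of at least 1 FPKM in a condition and were tested with limma's moderated test on log2(FPKM + 1), with Benjamini-Hochberg adjustment. Some abundant liver genes are listed at 0 in single libraries (*Alb* in 18 of 18), and 50 genes were at 0 in one library and at 100 FPKM or more in another. Genes were called higher at 15 weeks when each 15 week library exceeded the single 1 week library by at least 1 log2 unit, a rule chosen after the files were seen, since 1 library allows no test.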

In order to test whether changes in methylation that occur postnatally may also have an effect on gene expression, we carried out RNA-Seq analysis on hepatocyte samples from newborn, 3-week-old and 15-week-old animals. Under the assumption that the DMRs detected in the liver are enhancer-like regulatory sequences, we first analyzed the ~31,000 sites that are located within or adjacent to known genes (see Methods and Supplementary Fig. 4). About 30% of these regions (*n* = 8500) are associated with genes (*n* = 1212) that show a significant (*p* value <10^−27^, *z*-score of proportions) postnatal increase in mRNA levels (Fig. 3a). This represents over 60% of all genes (*n* = 2070) that are upregulated during liver maturation between 1 and 15 weeks. Moreover, this increase in transcription was significantly inhibited in Tet2/Tet3 double mutant animals (Fig. 3b and Supplementary Fig. 5).

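Tiles were counted gene by gene, so a tile in overlapping genes counts in each. Of the tiles lost in WGBS, 56589 lay in a tested gene, and 8785 of these, or 15.5%, lay in a gene higher at 15 weeks than at 1 week. Among the other measured tiles in tested genes this share was 5.82%. Genes chosen by 0.5 log2 units in place of 1, an alternative chosen after seeing the data, moved the share most, to 31.0%, and that among the other measured tiles to 17.0%. Per 1000 measured tiles, 84.3 lost methylation in genes higher at 15 weeks, 31.0 in genes called in neither direction, and 15.9 in genes lower at 15 weeks. The median gene had 76 measured tiles among the higher genes and 75 among all tested genes not called higher.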

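By this rule, 641 genes were higher at 15 weeks than at 1 week and 962 were lower. The 0.5 log2 unit limit, chosen after seeing the data, gave 1562 higher genes. Leaving out each 15 week library gave from 685 to 743 genes. At least 1 postnatal WGBS tile lay in 532, or 83.0%, of the 641 genes. This compares with 42.6% of the lower genes and 61.1% of all tested genes not called higher, the lower genes included. The largest increases on the log2(FPKM + 1) scale were in the urinary protein genes *Mup20* (chromosome 4, 61711268 to 61715151), by 11.09, and *Mup3* (chromosome 4, 61744510 to 61748346), by 11.07. They were followed by *Cyp2c29* (chromosome 19, 39361574 to 39405203), by 9.25, and *Mup21* (chromosome 4, 61808865 to 61811875), by 9.08. *Trf* (chromosome 9, 103111205 to 103132616) ranked above them, but it is listed at 0 in the 1 week library and in 2 of the 3 libraries of 3 weeks. No fold is given for it.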

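Relative expression is the FPKM of a gene divided by the mean of all conditions, summarised per library by the median over genes. For the 532 genes with a postnatal tile that were higher at 15 weeks, it was 0.307 at 1 week, 0.591 ± 0.104 (SD, n = 3) at 3 weeks and 1.34 ± 0.0473 (SD, n = 3) at 15 weeks. In the libraries labelled DKO injected at 1 day it was 0.932 ± 0.0459 (SD, n = 3). The difference from 15 week WT was -0.411 (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Injected controls, which had no part in the choice of genes, were at 1.30 ± 0.0657 (SD, n = 3), and the difference from them was -0.364 (the same test, exact p = 0.1). Scaling of the libraries by median ratios together with the injected controls, chosen after seeing the data, moved the difference most, to -0.251. All 3 DKO libraries were below all 6 control libraries for 46.1% of these genes, for 33.0% of the 109 higher genes without a postnatal tile, and for 21.2% of other tested genes. Chance would give 1.19%. *Tet2* itself was higher in the libraries labelled DKO, at 3.35 ± 0.650 FPKM (SD, n = 3) against 1.63 ± 0.0438 (SD, n = 3) in 15 week WT, a log2 fold change of 0.71 (limma adjusted p = 0.0242, and 0.0173 against injected controls). In 4 of 6 fits that left out 1 library, its adjusted p was between 0.0521 and 0.101. Gene-level FPKM does not resolve the deleted exons. *Tet3* was at 2.39 ± 0.566 FPKM (SD, n = 3). With injection at 3 weeks, *Tet2* was at 1.33 ± 0.720 FPKM (SD, n = 2) in DKO and 2.54 ± 0.453 (SD, n = 3) in injected controls. This log2 fold change of -0.63 had a limma adjusted p of 0.108. *Tet3* was at 1.61 ± 0.0758 (SD, n = 2) and 2.63 ± 0.235 (SD, n = 3), a change of -0.47 (limma adjusted p = 0.0985). Against 15 week WT these changes were -0.21 and -0.655 (limma adjusted p = 0.631 and 0.0324). From the reduced increase in mutants deleted at birth, set against deletion at 15 weeks, which was not analysed here, the paper concludes that demethylation itself has a direct role in gene induction.

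**Figure D2:**
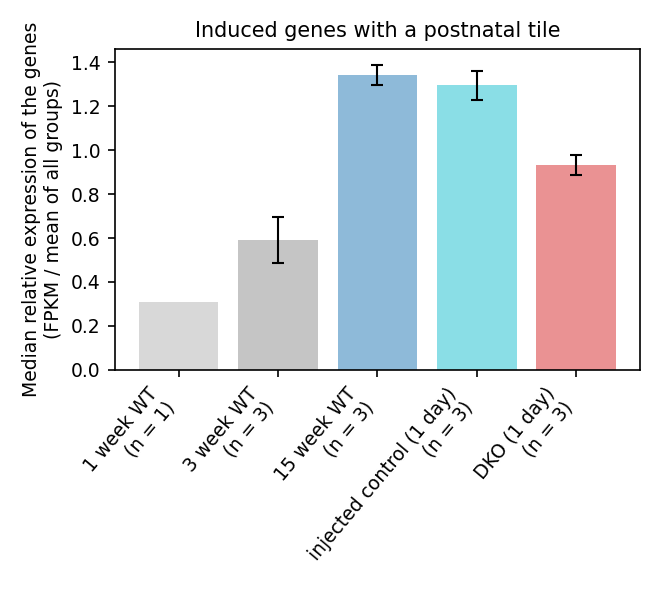
Median relative expression (FPKM divided by the mean of all conditions) of the 532 genes with a postnatal tile that were higher at 15 weeks than at 1 week. Bars are means of libraries and error bars the SD; the DKO libraries lie at 0.932, between WT of 3 weeks and both adult controls.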

**Fig. 3:**
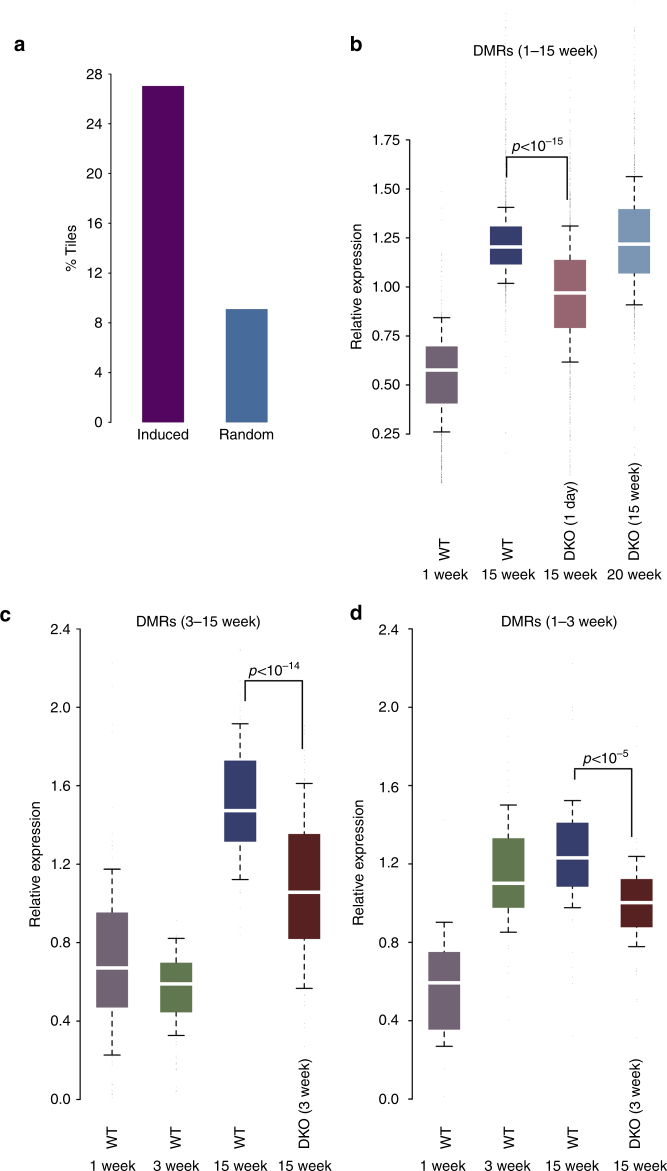
Demethylation and gene expression. **a** Percentage of DMRs (WGBS) located in genes (see Methods) that are upregulated with age (*n* = 8500) compared to randomly selected DNA segments (*p* value <10^−27^, *z*-test of proportions). **b** Box plots of relative expression (normalized fragments per kilobase million (FPKM)) in WT and Tet2/Tet3-deficient hepatocytes for 1212 genes upregulated after birth that contain intragenic DMRs. The DKO was induced at either 1 day or 15 weeks. Similar results were obtained using WT animals injected with AAV8-cre. **c** Expression of 115 genes that undergo demethylation (RRBS) and that are upregulated between 3 and 15 weeks. The DKO was induced at 3 weeks. **d** Expression of 47 genes that undergo demethylation (RRBS) and that are upregulated between 1 and 3 weeks. The DKO was induced at 3 weeks. In the DKO, the pattern of expression at 15 weeks was very similar to that of WT animals at 3 weeks

As a control, we examined mice that underwent gene ablation at 15 weeks, well after completion of all demethylation events and found that removal of *Tet2/Tet3* had almost no effect on the transcription of these genes. This clearly indicates that it is demethylation at these enhancer sequences itself that plays a direct role in gene induction. We next examined the effects of deleting *Tet2/Tet3* at 3 weeks. As expected, DMRs that undergo demethylation after this point are associated with genes whose expression begins to increase after 3 weeks, and these are substantially affected by loss of the TET enzymes (Fig. 3c). In contrast, the expression of genes containing DMRs that have already undergone demethylation prior to 3 weeks was largely unaffected by the late gene deletion (Fig. 3d), again supporting the idea that the main effect of TET2/TET3 is at the level of demethylation.

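In limma's test, 2678 genes were higher at 15 weeks than at 3 weeks and 1041 were lower. The excess of higher genes depends on scaling: with median ratios 2033 were higher and 1829 lower, and without library B of 3 weeks 1803 and 1403. Of the higher genes, 128 contained an RRBS tile demethylated after 3 weeks. Their relative expression was 1.26 ± 0.0171 (SD, n = 3) at 15 weeks, 1.16 ± 0.0131 (SD, n = 3) in controls injected at 3 weeks, and 0.958 ± 0.0313 (SD, n = 2) with deletion at 3 weeks. The deletion changed it by -0.299 against 15 week WT and by -0.204 against injected controls (two-sided exact permutation tests, p = 0.2 each, the smallest p possible). Over all 2678 genes, with or without a tile, the change against 15 week WT was -0.187, and with scaling and injected controls, chosen after seeing the data, that of the 128 genes was -0.120. The choice of these genes between 3 and 15 weeks does not separate age from sex, because Xist was at 48.0 FPKM or more in all 3 week libraries and at 0.0609 or less in the 1 week, 15 week and DKO libraries. For the 128 genes, the 1 week library was at 0.691 and those of 3 weeks at 0.502 to 0.704, and the controls injected at 3 weeks, of which library C had Xist, were at 1.15 to 1.17.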

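A set of 142 genes was higher at 3 weeks than at 1 week and not called higher at 15 weeks than at 3 weeks. Of these, 9 contained an RRBS tile demethylated by 3 weeks. Their relative expression was 1.26 ± 0.125 (SD, n = 2) with deletion at 3 weeks, 0.989 ± 0.0142 (SD, n = 3) in 15 week WT and 1.36 ± 0.302 (SD, n = 3) in 3 week WT, whose range of 1.05 to 1.65 includes both mutants. The difference of 0.273 from 15 week WT goes toward higher expression in the mutants (two-sided exact permutation test, p = 0.2, the smallest p possible). Against controls injected at 3 weeks it was 0.344. Over all 142 genes, with or without such a tile, the difference from 15 week WT was 0.0152. Leaving out genes called higher at 15 weeks can by itself lower the 15 week WT value. This choice of genes does not separate age from sex either, as the 1 week library had Xist at 0.0609 FPKM and all 3 week libraries at 48.0 or more.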

It should be noted that about 70% of the intragenic DMRs (*n* = 22,659) are associated with genes that do not undergo significant postnatal induction (Supplementary Fig. 4). Nonetheless, these sites, as well as the intergenic DMRs (*n* = 21,023), appear to be packaged into nucleosomes containing the enhancer marks H3K4me1 and H3K27ac, are sensitive to DNaseI, and bind liver-specific transcription factors to the same extent as those located within the genes that do undergo postnatal transcriptional activation (Fig. 2 and Supplementary Fig. 4), suggesting that these DMRs may also be involved in gene activation. 

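The remaining 47804 of the 56589 lost WGBS tiles in tested genes, or 84.5%, lay in genes that were not higher at 15 weeks by the rule used here. With tiles lost by at least 50 points, this share was 81.9%.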

In order to test this possibility, we took advantage of chromosome conformation capture (Hi-C)^30^ data obtained from liver cells, and in this way, physically identified additional interactions between DMRs and postnatally induced genes. Taken together, these data indicate that the DMRs identified in this study interact with and may influence a relatively large percentage of all postnatally induced genes.

### Functional mechanism of demethylation

Since demethylation appears to be important for achieving proper levels of gene expression, we next took advantage of our Tet2/Tet3-deficient mice to ask whether this mechanism operates by affecting gene structure. To this end, we carried out an assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-Seq) on both wild-type (WT) and Tet2/Tet3-deficient (1 day) adult hepatocytes and specifically examined the postnatal DMR regions. 

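ATAC-Seq marks DNA that a transposase can enter. For ATAC-Seq, and for ChIP-Seq of HNF6, H3K4me1 and H3K27ac, the authors deposited lists of peaks called by HOMER in each library, with normalized tags. ChIP-Seq peaks were called against input and ATAC-Seq peaks without it. There are 2 lists per condition for ATAC-Seq and HNF6 and 1 for each histone mark. The ATAC-Seq lists hold 47639 and 57166 peaks for WT and 50704 and 65515 for DKO mice injected at 1 day, from 54164080 to 90249422 tags. A tile counted as covered when it overlapped a peak by at least 1 bp. The curves of signal around the tiles in Fig. 4 were not rebuilt, since no signal tracks were used here.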

Strikingly, while many DMRs were detected in this assay, these same exact sites were found to be locally inaccessible in the mutants (Fig. 4a and Supplementary Fig. 6). This is in contrast to prenatally formed DMRs that are unaffected by Tet2/Tet3 deficiency and therefore serve as a negative control. In addition, ChIP-Seq analysis shows that binding of the liver-enriched transcription factor HNF6 is also reduced in the presence of DNA methylation (Fig. 4b and Supplementary Fig. 6). 

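Of the 1527 postnatal RRBS tiles, 8.71% and 9.56% overlapped an ATAC-Seq peak in the 2 WT lists. In the DKO lists the shares were 2.10% and 3.34%. The mean difference was -6.42 points (two-sided exact permutation test, p = 0.333, the smallest p possible). A peak within 200 bp of the tile, an alternative chosen after seeing the data, moved it most, to -11.2 points. With equally long lists of the highest-scoring peaks it was -6.19 points. A peak in both WT lists was found at 71 postnatal tiles, and 45 of these, or 63.4%, had none in either DKO list. From the loss of accessible sites in the mutants, the paper concludes that DNA methylation acts on chromatin structure in vivo.

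**Figure D3:**
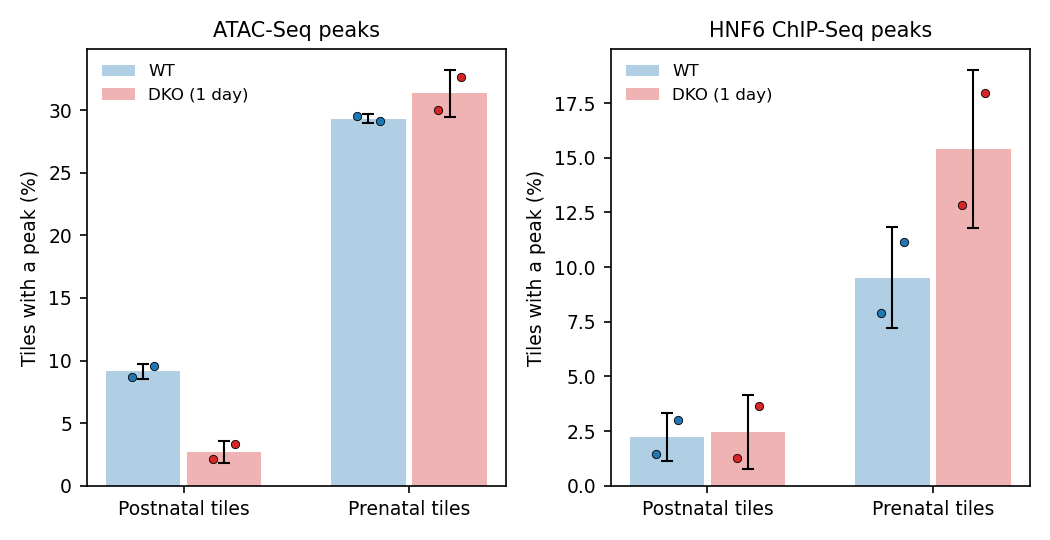
Share of postnatal and prenatal RRBS tiles (%) that overlap a peak in ATAC-Seq and in HNF6 ChIP-Seq. Points are single peak lists, bars the mean of 2 lists and error bars the SD; ATAC-Seq shares of postnatal tiles in DKO lie at 2.10% and 3.34%, below both WT lists, whereas HNF6 shares of postnatal tiles overlap.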

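The 646 prenatal tiles overlapped an ATAC-Seq peak in 29.6% and 29.1% of cases in WT and in 30.0% and 32.7% in DKO. This difference of 2.01 points is of opposite sign to that at postnatal tiles. Of 141 prenatal tiles with a peak in both WT lists, 16, or 11.3%, had none in either DKO list. Their methylation by RRBS was not identical in the 2 genotypes, at 9.45% ± 0.613 (SD, n = 2) in DKO mice injected at 1 day and 2.39% ± 0.233 (SD, n = 3) in injected controls.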

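The HNF6 lists hold 4387 and 9355 peaks for WT and 9305 and 34665 for DKO. Of the postnatal tiles, 1.44% and 3.01% overlapped an HNF6 peak in WT, and 1.24% and 3.67% in DKO. The mean difference of 0.229 points is smaller than the spread between lists (two-sided exact permutation test, p = 1). Its sign depends on single lists and on list length. Without WT replicate 1 it was -0.557 points, and without DKO replicate 2 it was -0.982 points. With equally long lists it was also -0.982 points. Prenatal tiles had shares of 7.89% and 11.1% in WT and 12.8% and 18.0% in DKO, a difference of 5.88 points. With equally long lists this difference was 2.17 points, and with 1 list left out it was 3.33 to 8.44 points. Of 16 postnatal tiles with a peak in both WT lists, 5 had none in either DKO list. Among 47 such prenatal tiles there were 0. In reverse, of 19 postnatal tiles with a peak in both DKO lists, 5 had none in either WT list. Among 81 such prenatal tiles there were 14.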

Although it has been previously demonstrated that DNA methylation affects chromatin structure^31,32^, our experiments represent the first definitive proof of this principle in vivo. It should be noted that DNA methylation only had a very minor influence on the presence of histone markers H3K4me1 and H3K27ac, as shown by ChIP-Seq analysis, probably because these modifications tend to have a regional pattern that may not be significantly affected by local changes in DNA methylation (Supplementary Fig. 7).

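H3K4me1 peaks covered 81.1% (95% Wilson interval 79.1 to 83.0) of postnatal tiles in WT and 68.3% (65.9 to 70.6) in DKO, a difference of -12.8 points. H3K27ac peaks covered 65.0% of these tiles in WT and 55.5% in DKO, a difference of -9.50 points. Each mark has 1 list per genotype, so the spread between mice is not known and the intervals cover counting error over tiles only. At prenatal tiles the shares moved the other way, from 70.6% to 76.3% for H3K4me1 and from 61.8% to 67.3% for H3K27ac. Tiles chosen at 50 points moved the differences most, to -15.5 points for H3K4me1 and -12.3 points for H3K27ac.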

**Fig. 4:**
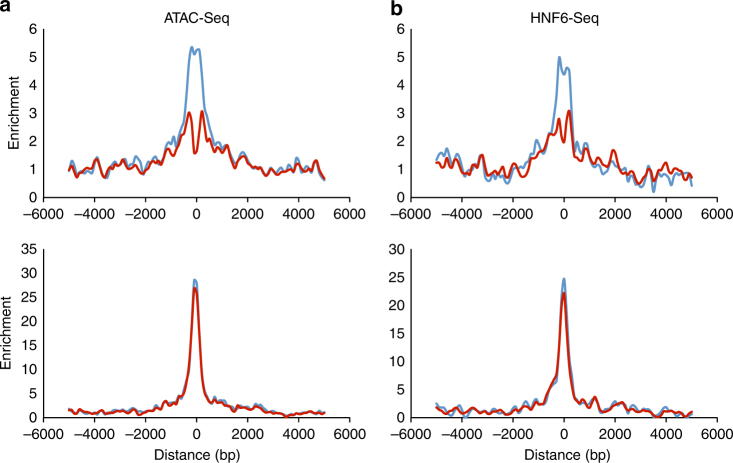
Effect of DNA methylation on chromatin accessibility. **a** ATAC-Seq of postnatal DMRs (2800 100 bp regions as determined by RRBS) as a function of distance from their center in WT (blue) and DKO (red) adult (15 weeks) hepatocytes. Also shown for comparison (lower panel) is an analysis of hepatocyte-specific prenatal DMRs that are already fully unmethylated (<5%) in 1 week hepatocytes (*n* = 1290). **b** ChIP-Seq of postnatal and prenatal DMRs for HNF6 as a function of distance from their center tile. All curves represent the average of two independent experiments

### Phenotype of Tet DKO

Considering the extensive changes in methylation and transcription that are seen in the Tet2/Tet3 double mutant, we next asked whether these molecular indicators are also reflected in liver function (Fig. 5). In all of the 1 day mutant mice, both males and females, we observed an increased liver mass to body weight ratio of about 60% compared to control mice (Fig. 5a, b) and histological analysis indicated that this may be due to increased cell size as measured quantitatively by E-cadherin staining (Fig. 5c, d). We also carried out blood biochemistry in order to determine whether the lack of demethylation brings about metabolic changes. This revealed that while most biochemical indicators of liver function are not altered in the Tet2/Tet3-deficient animals, there were significant increases in blood glucose, cholesterol, and high-density lipoprotein (HDL) in all male mutant mice, but not in females, whether the gene ablation was induced early (1 week) or late (3 weeks). This suggests that the effect on metabolism may come about because of a lack of male-specific testosterone-mediated late demethylation (after 3 weeks)^11^, as confirmed by showing that these biochemical changes do not occur in castrated mice (Fig. 5e). In keeping with this, bioinformatic analysis indicated that a number of genes associated with male-specific DMRs are indeed functionally involved in glucose (e.g., *Fto*, *Insr*, *Gpd2*, *Gsk3b*) and lipid (e.g., *Lpin1*, *Scp*2, *Cyp7b*1, *Fabp6*) metabolism possibly explaining the DKO phenotype (Supplementary Fig. 8).

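Which DMRs are specific to males was not analysed here, because the sample labels give no sex. Of the genes named, the expression values in 15 week WT and in the libraries labelled DKO (injected at 1 day) were compared by limma. *Cyp7b1* (chromosome 3, 17971949 to 18143338) was at 87.4 ± 13.2 FPKM (SD, n = 3) in WT and 29.3 ± 6.83 (SD, n = 3) in DKO, a log2 fold change of -1.56 (limma adjusted p = 0.0118). *Fto* (chromosome 8, 93837423 to 94192332) fell by 0.49 on the log2 scale (limma adjusted p = 0.0113). Without DKO library A, its adjusted p was 0.0570. Both genes were lower in 3 of 3 DKO libraries than in every WT library. *Scp2* changed by -0.75 (limma adjusted p = 0.0522), and against injected controls its adjusted p was 0.0329. *Lpin1* changed by -1.65 (limma adjusted p = 0.202), with DKO libraries at 7.39, 15.8 and 59.3 FPKM. The changes of *Insr* (0.03), *Gpd2* (-0.21) and *Gsk3b* (-0.22) were small, and their sign differed between single left-out libraries or control groups. *Fabp6* is listed at 0 in all adult libraries used here.
In the genes that the paper names lay 11 postnatal RRBS tiles, and the 3 with the largest fall in WGBS are given in full. The *Insr* tile (chromosome 8, 3252701 to 3252800) lies in intron 2 of a transcript of 21 exons, 26867 bp from the transcription start. Its sequence, with 2 CpGs, is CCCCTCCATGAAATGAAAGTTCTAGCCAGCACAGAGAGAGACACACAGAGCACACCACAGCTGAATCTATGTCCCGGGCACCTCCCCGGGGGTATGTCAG. By WGBS it was at 65.1% in newborn, 0% in adult and 76.1% in DKO hepatocytes. RRBS gave 1.23% ± 2.14 (SD, n = 3) in controls injected at 1 day and 60.9% ± 15.4 (SD, n = 2) in DKO. The *Fto* tile (chromosome 8, 93931601 to 93931700) lies in intron 2 of a transcript of 9 exons and has 4 CpGs. It went from 92.3% in newborn to 30.6% in adult WGBS, and RRBS gave 12.8% ± 11.0 (SD, n = 3) in controls and 83.6% ± 8.80 (SD, n = 2) in DKO. The *Lpin1* tile (chromosome 12, 16548401 to 16548500), in intron 18 of a transcript of 20 exons, has 1 CpG. It went from 64.2% to 8.57% by WGBS, and RRBS gave 28.9% ± 2.48 (SD, n = 3) in controls and 92.0% ± 11.2 (SD, n = 2) in DKO.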

**Fig. 5:**
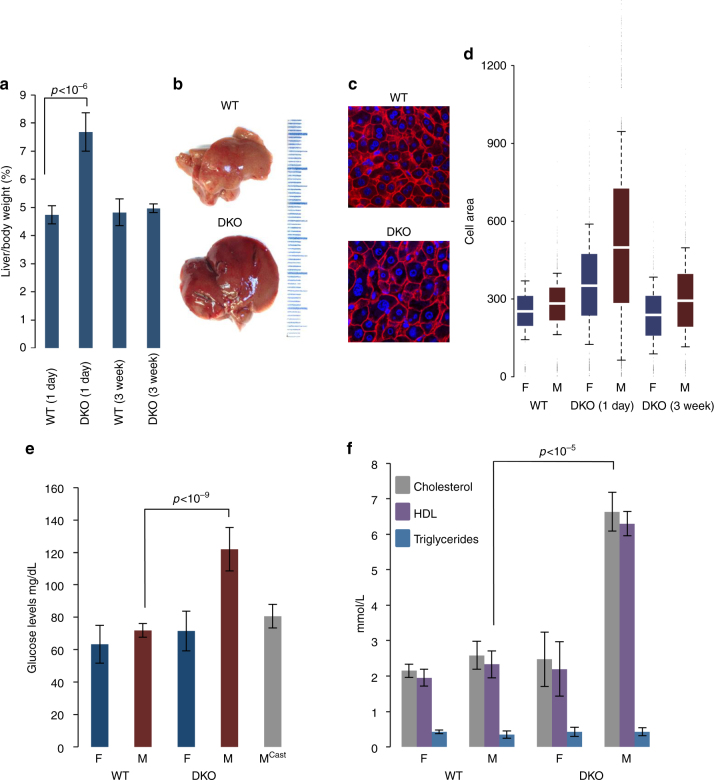
Effect of Tet2/Tet3 deficiency on liver function. **a** Liver to body weight ratio (±s.d.) in 15-week-old WT and DKO mice induced at 1 day or 3 weeks. **b** WT and DKO (1 day) liver. **c** E-cadherin staining of sections from 15-week-old WT and DKO mice induced at 1 week. **d** Box plot of hepatocyte cell size (μ^2^) based on E-cadherin staining in 15-week-old WT and DKO male (M) and female (F) mice induced at 1 day or 3 weeks. **e** Serum glucose or **f** cholesterol, HDL, and triglyceride levels (±s.d.) of 15-week-old WT and DKO mice. Results are also shown for DKO males castrated at 3 weeks (M^Cast^)

### Demethylation is mediated by insulin signaling

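Hepatocytes grown in vitro were compared with hepatocytes taken from mice. Over the 1527 postnatal tiles, 2 cultures had a mean methylation of 76.8% ± 2.69 (SD, n = 2) by RRBS, near the newborn WGBS value given above. WT mice of 3 weeks, the youngest with an assigned RRBS column, lay 22.7 points below the cultures (two-sided exact permutation test, p = 0.333, the smallest p that 2 against 2 allow). Tiles demethylated after 3 weeks were at 84.7% ± 1.31 (SD, n = 2) in culture, and tiles demethylated by 3 weeks at 66.1% ± 4.47 (SD, n = 2). The tiles that gain methylation postnatally had 25.0% ± 4.99 (SD, n = 2). Prenatal tiles had 12.6% ± 0.688 (SD, n = 2), above the 2.55% of newborn WGBS and the 2.39% of 3 week WT by RRBS. The paper grew the cultures from unsorted liver cells of newborn mice, and the share of hepatocytes in them was not examined here. Leaving out each sample gave differences at the postnatal tiles from 20.8 to 24.6 points. A set of tiles chosen without the fat and neutrophil rule, added after seeing the data, moved the postnatal difference most, to 18.0 points.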

Initial studies indicated that newborn hepatocytes cultured for several weeks in vitro still maintain the same methylation pattern as that seen in 1-week-old animals (Fig. 1). This suggested that the postnatal alterations we observed are not an intrinsic part of the hepatocyte methylation program, but rather depend on factors found in vivo that are evidently not present in the culture medium. Indeed, many different factors and hormones are known to influence neonatal development, with insulin playing a central role in this process^33^. To test whether this hormone may play a role in hepatic postnatal demethylation, we took advantage of the existing InsR^F/F^ mouse^34^ and injected it right after birth with AAV8 Tbg-Cre. These animals, which are defective for the InsR specifically in hepatocytes, were analyzed by RRBS and compared to WT animals at 15–20 weeks. Strikingly, about 40% of the normal DMRs remained highly methylated in the mutant hepatocytes (Fig. 6), clearly indicating that insulin signaling is necessary, directly or indirectly, for a major portion of the methylation changes that occur postnatally. It should be noted that the InsR ablation affected almost exclusively DMRs that are formed after 3 weeks. This is consistent with the observation that other insulin-signaling-dependent effects occur at this stage^35^, perhaps because of the change in insulin levels that take place during the first two weeks of life^36^.

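Mice without the insulin receptor in hepatocytes could be assigned to 2 columns, and injected controls of 1 day served as the adult reference. Over the postnatal tiles the InsR KO mice had a mean of 40.0% ± 8.03 (SD, n = 2), and the single mice 34.3% and 45.7%. A tile was counted as kept methylated when the mean of the InsR KO mice was at least 35 points above that of the controls. Of 897 postnatal tiles with values in both, 273, or 30.4%, were kept methylated. The share depends on the mouse, at 21.2% without mouse B and 40.5% without mouse A. It also depends on the limit, with 44.8% at 25 points and 12.4% at 50 points. From the tiles kept methylated, the paper concludes that insulin signaling is needed, directly or indirectly, for a major part of the postnatal changes.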

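At the tiles demethylated after 3 weeks, methylation was 52.7% ± 10.5 (SD, n = 2) in InsR KO mice, 30.2 points above injected controls (two-sided exact permutation test, p = 0.2, the smallest p possible). At the tiles demethylated by 3 weeks it was 24.2% ± 4.62 (SD, n = 2), 15.9 points above injected controls (the same exact test, p = 0.2). WT mice of 3 weeks had 25.3% ± 0.208 (SD, n = 2) there, so the InsR KO mean was not above the 3 week level. The single InsR KO mice were at 45.3% and 60.2% in the first set and at 20.9% and 27.5% in the second. Of the first set 42.4% of 479 tiles with values were kept methylated, and of the second 15.9% of 391. In the single mice these shares were 27.8% and 53.3% in the first set and 12.5% and 25.2% in the second.

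**Figure D4:**
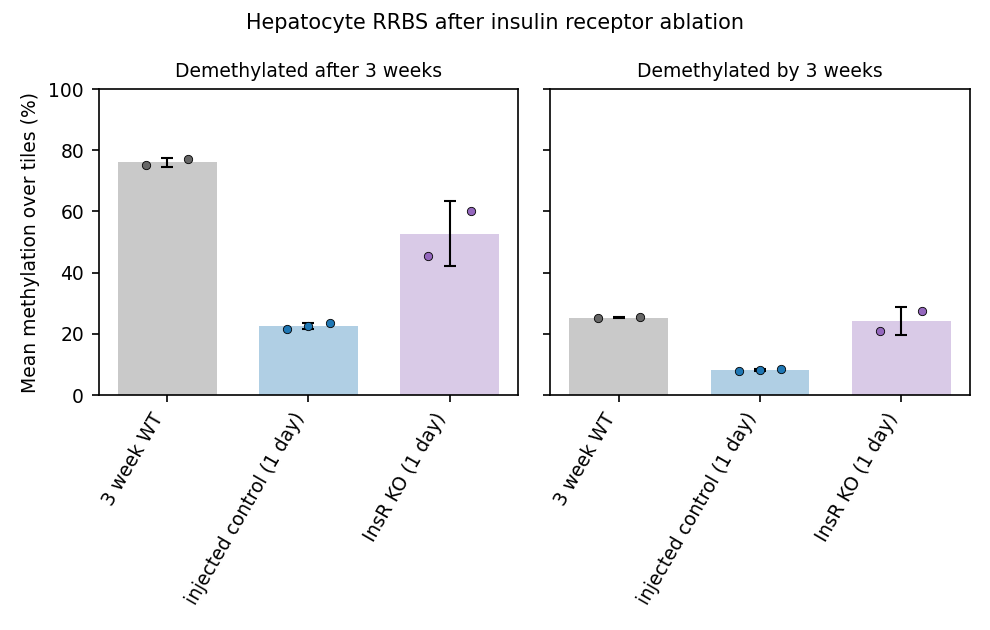
Mean methylation over tiles (%, RRBS) in each mouse of 3 week WT, controls injected at 1 day and InsR KO, for tiles demethylated after and by 3 weeks. Points are mice, bars means and error bars the SD; both InsR KO mice lie above all 3 controls in both sets.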

**Fig. 6:**
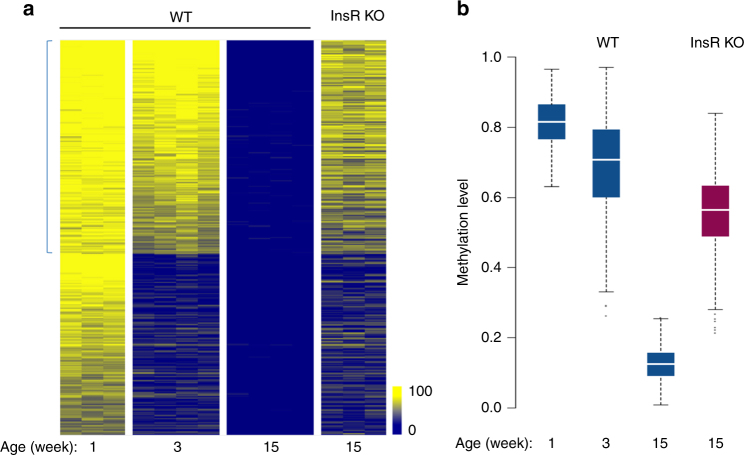
Effect of insulin receptor ablation on postnatal demethylation. **a** Methylation heatmap (RRBS) showing 2800 DMRs from WT and InsR-deficient (1 day) hepatocytes that undergo demethylation postnatally from 1 week to 15 weeks. Note that InsR ablation affects mainly those sites (*n* = 1520) that undergo demethylation after 3 weeks (marked with blue bar). **b** Box plot of methylation levels for these 1520 DMRs

### Postnatal demethylation in other tissues

We next asked whether postnatal demethylation represents a general phenomenon. To this end, we used RRBS to identify cell-type-specific demethylation in other tissues, including lung, heart muscle, and hippocampus, and then compared methylation levels in newborn (1 week) and adult (15 weeks) samples. As in the liver, we observed considerable developmentally generated undermethylation in each tissue, but in addition, identified many sites that undergo demethylation postnatally (Fig. 7). In all of these cell types, the DMRs are enriched for H3K4me1 and H3K27ac, but only in their undermethylated state, suggesting that many of these regions represent enhancer-like regulatory elements that get activated during the first few weeks of life (Supplementary Fig. 9). Published RNA-Seq analysis (see Methods) confirmed this idea by demonstrating that many of these tiles are associated with genes that are indeed upregulated postnatally. These findings are consistent with a previous report on demethylation in β-cells^37^.

**Fig. 7:**
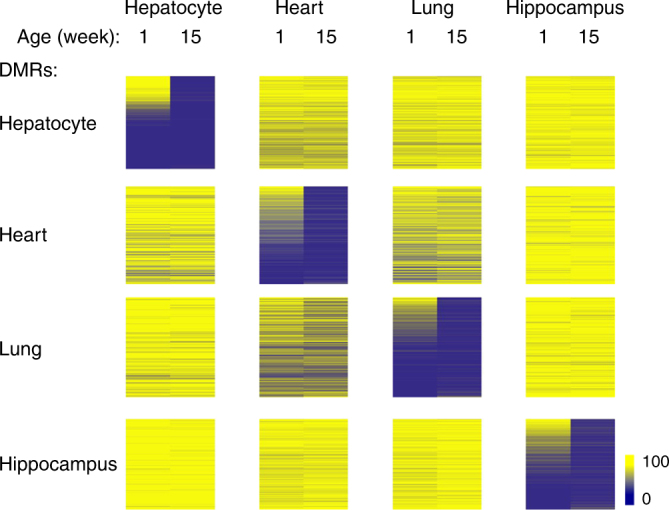
Postnatal demethylation in various tissues. Methylation heatmap (RRBS) of hepatocyte-specific (*n* = 9408), heart-specific (*n* = 892), lung-specific (*n* = 914), and hippocampus-specific (*n* = 3630) DMRs (*p* value <10^−4^, permutation test) ranked according to newborn methylation levels in each tissue

## Discussion

During development, individual cell types are generated through a serial process of differentiation characterized by programmed changes in gene expression that give each tissue its specific qualities and functions. In mammals, this is accomplished in parallel with alterations in DNA methylation that serve to stabilize the differentiated state^1^. Recent studies have indicated that most of these DMRs correspond to enhancer-like sequences^4,5,38^ that often act as regulatory elements for nearby genes. It has been assumed that these changes take place exclusively during tissue formation in the embryo, yielding mature cell types that then continue functioning with the same stable methylation pattern for the lifetime of the organism. Here we demonstrate that many tissues continue to shape their epigenetic landscape after birth, suggesting that each cell type may undergo post-developmental molding even after the main process of tissue differentiation has terminated.

On the basis of previous studies demonstrating that demethylation is usually carried out through a TET-mediated 5hmC intermediate^39^, we generated a conditional Tet2/Tet3 double mutant that completely inhibited the biochemical removal of methyl groups from their programmed regulatory sites in vivo, thus enabling us to directly test the role of demethylation in the regulation of hepatocyte gene expression. Our studies indicate that in the absence of demethylation, many genes are inhibited in their ability to undergo induced expression postnatally and this is observed to a large extent precisely at those genes that contain DMRs, indicating a direct effect. We have also carried out important control experiments showing that the TET proteins themselves have no influence on target gene transcription once they are already demethylated (Fig. 3). Taken together, these data suggest that demethylation per se is required for generating a proper postnatal gene transcription program. While for some genes this demethylation brings about a relatively large change in RNA levels (Supplementary Fig. 4), its overall role on gene expression in the postnatal liver appears to be more as a fine-tuning mechanism. Nonetheless, these epigenetic events clearly regulate important aspects of liver size and function (Fig. 5).

Previous experiments using reverse epigenetics had already demonstrated that the presence of methyl groups at regulatory sequences serves as an inhibitor of gene expression in vivo^40,41^, but it was not clear how methylation works dynamically in turning on and turning off transcription. It has been demonstrated, for example, that de novo methylation itself does not act as a primary mechanism for repression, but rather takes place after transcription has already been turned off, thus serving as a secondary locking device to prevent gene activation at subsequent stages of development^2,3^. A corollary to this concept is that the removal of methylation must be required to turn on transcription. Support for this idea initially came from studies in differentiated ES cells^42^ and was then proved in vivo by genetically preventing demethylation during B cell-lineage differentiation^24^ and during intestinal stem cell renewal^43^. Our experiments with the Tet2/Tet3 mutants clearly confirm this general principle and lay to rest any doubts^44^ about the role of DNA methylation as an inhibitor of gene expression.

The overall impression from these results is that the liver undergoes programmed postnatal changes in gene expression that are initially mediated by *trans*-acting factors, but then become fixed into the fabric of chromatin much in the same manner that developmental changes in methylation during embryogenesis are retained as an epigenetic memory in the adult. It is very likely that these events occur in response to behavioral or internal environmental changes that take place after birth. We have indeed demonstrated that a significant part of this process is mediated by insulin signaling in the liver. Physiologically, these postnatal alterations are probably triggered by the metabolic transition from a maternal source of energy to the initiation of nursing right after birth and then again by the weaning process 3 weeks later. In keeping with this, many of the demethylation events actually occur in genes involved in energy metabolism (Fig. 2).

The picture that emerges from these studies is that postnatal demethylation can be mediated by hormones and other metabolic signals which affect the expression or activity of key tissue-specific pioneer factors that recognize the gene regulatory regions and facilitate recruitment of the demethylation machinery (Tet2/Tet3). Our experiments (ATAC-Seq) indicate that removal of methyl groups brings about a local increase in accessibility that promotes additional transcription factor-binding in vivo. Indeed, it is likely that while tissue-specific factors may be responsible for priming these regulatory sequences, demethylation could serve to open them further in order to allow the binding of additional transcription factors. In keeping with this hypothesis, an analysis of data obtained from the human ENCODE project indicates that a variety of different general factors bind exclusively to DMRs in each specific cell type, even though there are many other methylated enhancer-like binding sites present in the same cell (Supplementary Fig. 10).

In light of the extensive postnatal methylation changes that take place in different cell types throughout the body, it is tempting to suggest that similar alterations could take place as a result of exposure to environmental influences such as diet, physical activity, pharmacological intervention, disease, or trauma. If this were the case, our results suggest that this might occur through the induction of hormones and other signaling molecules that would then interact with cells, thus signaling a programmed process of changes that brings about a specific pattern of demethylation. Although the trigger for these events might be transient, the concomitant change in DNA methylation may alter expression patterns in a stable manner that can be “remembered” epigenetically even after the original “inducers” are no longer present in these cells^11^.

## Methods

### Animals and cells

C57Bl mice were used for all experiments. DKO mice were generated from Tet2^F^/Tet3^F^ mice^26,45^. A total of 2 × 10^11^ genome copies of AAV8 carrying the gene for Cre under the hepatocyte-specific Tbg promoter (Penn vector) were injected into the superficial temporal vein of 1-day-old mice following anesthetization on ice. Three-week-old mice were anesthetized and injected in the jugular vein with 10^12^ genome copies of this same virus. Liver-specific insulin receptor knockout mice were generated in a similar manner using InsR^F^ mice^34^. All animal experiments were performed in accordance with the guidelines of the Hebrew University Institutional Committee for the Use of Animals for Research.

Mice were anesthetized, sacrificed, and subjected to liver perfusion. Whole liver was then digested by collagenase (Roche) and hepatocytes removed and isolated by means of a percoll gradient^46^. Cells were then stained with a CD-45 antibody (Biotech) and FACS sorted according to size and to negative staining for CD-45. This yielded a population of relatively pure (>95%) hepatocytes. Unsorted liver cells from newborn mice were seeded and grown on collagenase-coated tissue culture plates containing hepatocyte medium supplemented with 5% fetal bovine serum, 1% hepatic growth supplement, 100 U/mL penicillin, and 100 µg/mL streptomycin (ScienCell) for 2–4 weeks.

### RRBS and WGBS

DNA was isolated from mouse hepatocytes or from snap-frozen mouse tissues and incubated in lysis buffer (25 mM Tris-HCl (pH 8), 2 mM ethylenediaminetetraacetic acid, 0.2% sodium dodecyl sulfate, 200 mM NaCl) supplemented with 300 μg/mL proteinase K (Roche) followed by phenol:chloroform extraction and ethanol precipitation and RRBS libraries were prepared^13^ and run on HiSeq 2500 (Illumina) using 100 bp paired-end sequencing. WGBS libraries were prepared using the Ovation^®^ Ultralow Methyl-Seq Library System (NuGEN Technologies Inc.) as per the manufacturer’s instructions. One hundred and fifty nanograms of genomic DNA was sheared with the M220 Focused-ultrasonicator™(Covaris^®^) using the 200 bp snap-cap protocol and subsequently purified with AMPure XP beads. After end repair, adaptor ligation, and final repair, DNA was bisulfite converted with the EpiTect Fast DNA Bisulfite Kit (Qiagen GmbH) following the cycling conditions specified in the Ovation^®^ Ultralow Methyl-Seq Library System protocol. Libraries were then amplified, purified, pooled, and sequenced on the Illumina HiSeq with 70 bp paired-end sequencing. Sequencing was conducted by the University of Pennsylvania Next-Generation Sequencing Core (Philadelphia, PA, USA) at a depth that exceeds the 30-fold “gold standard” commonly achieved in WGBS databases.

### RNA-Seq, ChIP-Seq and 5hmeDIP-Seq

RNA was isolated from mouse hepatocytes using the miRNeasy Kit according to the manufacturer’s instructions (Qiagen). RNA-Seq libraries were generated using the TruSeq RNA Sample Preparation Kit v2 (Illumina). For ChIP analysis, chromatin was fixed and sheared with the M220 Focused-ultrasonicator™ (Covaris^®^) using the microTube snap-cap. Five micrograms of chromatin was then immunoprecipitated with 2 μg of H3K4me1, H3K27ac (Abcam), or HNF6 (Santa Cruz, sc-13050) antibodies. Libraries were generated using the NEBNext Ultra™ II DNA Library Prep Kit for Illumina (New England Biolabs).

The ATAC-Seq protocol^47,48^ was carried out on WT or Tet2/3 DKO hepatocytes with the following modifications. Nuclei were washed with 150 μl of cold phosphate-buffered saline, pelleted at 2000 × *g* at 4 °C for 5 min, re-suspended in 150 μl of cold lysis buffer, and then re-pelleted for 2000 × *g* at 4 °C for 10 min. Nuclei were re-suspended in 150 μl of transposition reaction mix and incubated at 37 °C for 30 min. DNA was isolated (Qiagen MinElute Reaction Cleanup Kit) and subjected to PCR amplification to make the library^48^. Magnetic beads (AMPure XP) were used to purify an ATAC-Seq library^47^, followed by quality control with a high-sensitivity DNA bioanalysis chip (Agilent), quantification with KAPA (Illumina), and QuBit. The libraries were sequenced (75 bp paired-end) on Next-Seq (Illumina).

For 5hMeDIP-Seq, DNA was isolated from hepatocytes harvested from a 20-day-old mice and sheared with the M220 Focused-ultrasonicatorTM (Covaris) using snap-cap tubes. Libraries were generated using the NEBNext Ultra DNA Library Prep Kit (NEB E7645). Library DNA was denatured in 95 °C for 10 min, and then the denatured DNA was precipitated with 5hmC Ab (Active Motif 55010) and sequenced (50 bp single-end) on Next-Seq (Illumina).

### Functional analysis

Blood serum was collected by cardiac puncture from overnight-fasted mice and tested for cholesterol, HDL, and triglyceride levels. Blood glucose levels from overnight-fasted mice were measured by glucose test strips (Roche). Liver tissue was fixed in 4% formaldehyde for 8 h and then preserved in 70% ethanol. Liver was embedded in paraffin, sliced, and mounted on slides, which were then stained with an E-Cadherin antibody and Cherry secondary antibody as well as DAPI (4',6-diamidino-2-phenylindole) (Sigma). Cell size was calculated using the Image J software.

### Data analysis

A chart of all high-throughput experiments is shown in Supplementary Fig. 11. All data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE85251. DNA methylation was analyzed by using 100 bp paired-end sequencing reads from RRBS that were trimmed and quality filtered by trim galore software (v.0.3.3) using default parameters for RRBS with the following command:

trim_galore–rrbs–paired sample_R1.fastq.gz sample_R2.fastq.gz

Read alignment (genome build mm9) and extraction of single-base resolution methylation levels were carried out by BSMAP v.2.74 (Ref. ^49^) using the following commands:

bsmap -a sample_R1_val_1.fq.gz -b sample_R2_val_2.fq.gz -d mm9_AllGenome.fa -o bam_file -R -D C-CGG

python methratio.py -i “no-action” -p -g -z -o sample_trim_galore_mm9.fa.meth -d mm9_AllGenome.fa bam_file

Percent methylation was calculated for 100 bp tiles with a minimum coverage of 10 CpGs. Hepatocyte-specific undermethylated or de novo methylated regions were at least 50% less or more methylated in five out of nine different tissues. This relatively large cutoff was chosen in order to maximize for specificity and significance. Using these DMRs as our starting material, postnatally demethylated regions were then defined as being at least 35% more methylated (*p* < 0.05) in newborn (1 week) as compared to adult hepatocytes. This slightly lower cutoff was used to take into consideration the possible loss of methylation that takes place immediately after birth, but prior to our first hepatocyte DNA sample (1 week). The same process was performed for tissue-specific demethylation of other tissues (lung, heart, and hippocampus). WGBS was analyzed in a similar manner to the RRBS data. Two hundred base pair DMRs with a minimum coverage of 15 CpGs were identified. In order to find hepatocyte-specific undermethylated tiles at the whole-genome level, we compared our results to a published data set on other tissues (GSE42836). Postnatal tiles were found using similar parameters to those of RRBS.

Genomic feature annotation of DMRs was carried out with annotatePeaks.pl with the promoter defined as −1 kb to + 100 bp of the TSS, intragenic regions including coding exons, the 3′ and 5′ UTRs, introns, and an additional 1 kb beyond the transcription termination sequence. Everything else is considered to be intergenic.

The statistical significance of the original tissue-specific DMR set was calculated using a permutation test: The *p* value was obtained by measuring the quantile of the original DMR size. In each permutation we replaced the same number of samples with random samples from other tissues. Since we had nine tissues and each one of them contained on average six different samples, we could repeat this process numerous times. In the case of hepatocytes, the original number of hepatocyte-specific unmethylated regions was ~9000, and analysis of 10,000 permutations yielded at most five DMRs. The reason for this very low number is that when comparing mixed tissues to other tissues with our very stringent parameters, it yields almost no DMRs, demonstrating the purity of our DMRS. The *p* value was calculated to be smaller than 10^−4^ since for 10,000 permutations almost no DMRs were found. DMRs were also validated by the examination of methylation status on new RRBS and WGBS samples that did not participate in the original analysis. In addition, comparison using methylKit in R with similar cutoff criteria detected 4790 DMRs, of which 93% overlapped with the 9291 DMRs generated by our algorithm (*p* value <10^−100^ as determined by the *χ*^2^ test of homogeneity).

For RNA-Seq, ChIP-Seq and ATAC-Seq sequences were trimmed with cutadapt v.1.15 and aligned with bowtie2 v.2.2.4. Duplicated sequences were removed with samtools rmdup. RNA-Seq 50 bp single-end reads were obtained from HiSeq 2500 and analyzed by TopHat2 (Ref. ^50^). Differential expression was identified by CuffDiff and Cufflink version 2.2.1 (Ref. ^51^) (*p* value ≤0.05). These data were normalized by counting fragments per kilobase million units and dividing by the average of all treatments. Our studies also allowed us to look at the overall effects of preventing postnatal demethylation. RNA-Seq, for example, identified a total of about 870 genes that are expressed at lower levels in the DKO as compared to WT 20-week hepatocytes and many of these (*n*~400) are significantly upregulated postnatally. 

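The WT libraries used here are those of 15 weeks. Of the 11166 tested genes, 1877 were lower in the libraries labelled DKO (injected at 1 day) than in WT, at an adjusted p under 0.05 in limma's moderated test. The limma count without adjustment was 3063, the largest of the alternatives. The count also depends on single libraries, with 987 genes without WT library A, 1020 without WT library B and 1001 without DKO library A. Of the 1877 genes, 269, or 14.3%, were higher at 15 weeks than at 1 week, compared with 5.74% of all tested genes. Both choices use the same 15 week WT libraries, whose noise can raise this overlap by itself. Of 1745 genes lower than in injected controls, which had no part in the choice by age, 234 were higher at 15 weeks. Scaling the libraries by median ratios raises DKO relative to WT by 0.18 on the log2 scale. Under it, 1389 genes were lower, 1387 of them among the 1877. Against injected controls, 1269 of the 1877 genes were lower as well.
The largest falls were in *Cyp2c37* (chromosome 19, 40066913 to 40086733), from 200.1 ± 12.9 FPKM (SD, n = 3) in WT to 4.31 ± 1.39 (SD, n = 3) in DKO, a log2 fold change of -5.28 (limma adjusted p = 1.26e-06). *Cyp2c29* changed by -5.27 (limma adjusted p = 7.88e-09), *Cyp2a5* by -5.10 (5.38e-07), *Cyp2c50* by -4.83 (6.4e-08) and *Oat* by -4.73 (5.3e-06). In each of the 5, the 3 DKO libraries lay below the 3 WT libraries. These falls came together with a lower level of genes of pericentral hepatocytes in the same libraries, by a median of -2.04 on the log2 scale.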

We also detected 790 genes that are actually upregulated in the knockout as compared to WT. These changes may result from indirect effects downstream of the primary methyl-dependent genes or from activities of the TET proteins not related to DNA methylation^52^. 

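Higher expression in the libraries labelled DKO was found for 607 genes. Scaling by median ratios moved this limma count most, to 1494 genes, which included 599 of the 607. Without WT library B it was 387, and without WT library C 403. Of the 607 genes, 342 were also higher than in injected controls, and 128 were lower at 15 weeks than at 1 week. The last number uses the 15 week WT libraries in both choices, and their noise can raise it by itself. The 5 genes with the largest fitted change (*LOC100048884*, *Mup7*, *Mup19*, *Mup14* and *Mup2*) belong to the family of urinary protein genes, whose members share much of their sequence. They are listed at 0 in all 15 week WT and 1 day control libraries, so no fold is given. The next 5 genes were added after their values were seen. *Hamp2* (chromosome 7, 31707390 to 31709200) rose by 6.35 on the log2 scale (limma adjusted p = 2.56e-04) from 8.67 ± 12.6 FPKM (SD, n = 3) in 15 week WT, and by 3.41 against injected controls (limma adjusted p = 0.0174). Against 15 week WT, *Sult2a7* rose by 4.27, *Id3* by 3.47, *Tmem86a* by 3.26 and *Gsn* by 2.98. *Id3* had a limma adjusted p of 0.0532 against injected controls.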

Alternately, they may come about as a compensation response to changes in physiology resulting from the DKO. Expression in non-hepatocyte tissues was derived from published RNA-Seq data (Brain—Adult: ENCFF001LBM, ENCFF001LBR, Newborn: ENCFF037JQC, ENCFF447EXU, ENCFF002EYI, ENCFF002EYD; Lung—Adult: ENCFF001LDK, ENCFF001LDL, Newborn: ENCFF333IFD, ENCFF542DBJ; Heart—Adult: ENCFF001LCD, ENCFF001LCE, Newborn: ENCFF034XQS, ENCFF381RLD).

ChIP-Seq and 5hmDIP-Seq 50 bp single-end reads were obtained from HiSeq 2500 and analyzed by Homer (findPeaks, histone, or factor style) and heatmaps were prepared by Deeptools (computeMatrix). ChIP-Seq distribution was generated by Homer (annotatePeaks.pl). The Genome browser view was generated by converting Bam files into using the bedGraphToBigWig tool and then uploaded on the IGVtools (count). ChIP-Seq data were obtained from the publicly available GEO database, including H3K4me1 and H3K27ac data from the liver, lung, heart, and hippocampus collected from the ENCODE website (https://www.encodeproject.org/), HNF4α (GSM1390711), RXRa (GSM864674), PPARα (GSM864671), and DNaseI (GSM542592). Motif analysis was carried out by HOMER (findMotifsGenome.pl). For ATAC-Seq 75 PE sequences were aligned and duplicated as well as mitochondrial DNA was removed before peak calling by homer.

Published liver Hi-C datasets (GSE65126) were aligned to the mouse genome (mm9) using Bowtie. Aligned reads were analyzed using HOMER, filtering out paired reads that map within 1 kb of each other that map to regions with at least 5× higher than average sequencing coverage or that are not within 500 bp of a *Hin*dII site. Interactions with a *p* value <0.01 and a modified *z*-score >1.5 were calculated with the analyze Hi-C interactions tool in the HOMER package, using a background model of 10 kb bins. Interactions between promoters and DMRs were identified from this list using the HOMER annotateInteractions.pl tool. Genes that show down-regulation in the Tet2/3 DKO were identified from the above list.

### Data availability

The sequencing data have been deposited in the GEO under accession number GSE85251. Accession codes for previously available datasets also used here are listed in the data analysis section. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: Postnatal DNA demethylation and its role in tissue maturation
**Source:** Nat Commun. 2018 May 23;9:2040. doi: 10.1038/s41467-018-04456-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

File Name: Supplementary Dataset 1

Description: 52,000 DMRs

How the deposited data were processed for this re-analysis (not part of the article)

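Methylation was measured by RRBS and WGBS, expression by RNA-Seq, chromatin by ATAC-Seq and ChIP-Seq, and 5hmC by 5hMeDIP-Seq, in hepatocytes of WT mice, injected controls, DKO mice and InsR KO mice, in hepatocyte cultures, and by RRBS in fat and neutrophils. The comparisons, the tests and a first list of alternatives were chosen before the data were examined. Several main rules had to be replaced after that, as stated below, and alternatives added afterwards are named where their values are given.

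The authors deposited the RRBS fraction of methylated CpG readings per 100 bp tile after alignment to mm9 with BSMAP, with a coverage minimum of 10 CpGs. They deposited the WGBS fraction per 200 bp tile with a coverage minimum of 15 CpGs, for autosomes, in 3 libraries. Neither table gives coverage, so the depth of each value is unknown. The values lie between 0 and 1 and were multiplied to percent. RRBS tiles with a value ranged from 340235 to 611985 per sample, and WGBS tiles from 8106671 to 8190488 per library. Of the 61 RRBS and 24 expression columns, 49 were not used in any step, because their names could not be assigned to 1 condition of the sample list. RRBS columns that carry only an animal number were assigned where a column of the expression table has the same number and names the condition. This link rests on the numbers alone. Columns of hepatocytes at 1 week and of uninjected adults, of DKO mice injected at 15 weeks, and of heart, lung and hippocampus could not be assigned, so these were not analysed here.

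Because of this, the planned choice of tiles by limma on RRBS of 1 week and uninjected adult hepatocytes was not run. It was replaced, after the files were seen, by rules on WGBS of newborn and adult WT and RRBS of fat and neutrophils. The point limits are those of the paper. Sets with other limits and without the tissues were calculated in the same run, so the choice was not blind to their values. Each result on methylation of tile sets or on peaks at tiles rests on these replaced sets. Postnatal tiles were at least 35 points higher in newborn than in adult WGBS and at least 50 points lower in adult WGBS than in both tissues. Those with a mean of the 3 week mice at least 35 points above adult WGBS were called demethylated after 3 weeks, and the rest with values in both mice demethylated by 3 weeks. Prenatal tiles met the tissue rule and were under 5% in newborn WGBS. Tiles that gained methylation met the opposite rules. Tiles methylated at both ages had at least 80% in both WGBS samples. Hepatocyte-specific tiles were at least 50 points lower in the mean of the 6 injected controls than in both tissues, with a value in at least 2 mice of each control condition. Means over the tiles were taken per mouse and compared by two-sided exact permutation tests. The effect of the deletion was compared between injection times by permuting the time of injection among the DKO mice and among the controls. The tile rules were run on simulated data, where 800 of 800 planted tiles were found among 20000 with 0 false ones. The planted tiles lay well past the limits, and the others were nearly alike in all samples. This checks how the rules were applied and does not give an error rate for real tiles. Hepatocytes in culture were compared with 3 week WT, since no 1 week RRBS column could be assigned. InsR KO mice were compared with controls injected at 1 day.

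The FPKM values were made by the authors with cutadapt, TopHat2 and Cufflinks, as deposited in a table of 24397 genes. In it, 265 gene names occur more than once and 5063 genes are at 0 in all libraries used. The abundant gene *Alb* is at 0 in 18 of 18 libraries and *Serpina1a* in 14. Read counts are not given. The spacing of the smallest FPKM values gave relative depths of 0.751 to 1.06, with a median of 0.986 for 15 week WT and 0.891 for DKO mice injected at 1 day. Genes with a mean of at least 1 FPKM in a condition were fitted on log2(FPKM + 1) with limma (version 3.58.1 in R 4.3.3), with all 18 libraries in 1 fit, eBayes with trend, and Benjamini-Hochberg adjustment. On simulated libraries, 200 of 200 genes changed by 2 log2 units were found in each of 3 comparisons, with 14, 5 and 14 false ones. The 1 week condition has 1 library, so genes higher at 15 weeks were chosen by a rule of at least 1 log2 unit in each 15 week library, and not by limma as first intended. This rule was chosen after the files were seen, and the results on induced genes rest on it. Relative expression was FPKM divided by the mean of the condition means, summarised per library by the median over genes. Named genes are those the paper names, and for each of 3 gene lists the 5 with the largest change among genes past the threshold with no overlap between libraries. Named tiles are the 3 postnatal tiles inside those genes with the largest fall from newborn to adult.

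The authors called peaks with HOMER findPeaks in each library, and per the file headers the score of a peak and its normalized tag signal were made from tags scaled to a common total, against input for ChIP-Seq and without input for ATAC-Seq and 5hMeDIP-Seq. Library totals ranged from 13437081 to 90249422 tags. Only the positions and the order of scores were used. Shares of tiles with a peak from single lists have 95% Wilson intervals, which cover counting error over tiles only. Peak lists have 2 replicates for ATAC-Seq and HNF6 and 1 for each histone mark and for 5hmC. Gene positions come from the GENCODE annotation of mm9.

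Lists of marker genes were written before their test. They cover pericentral hepatocytes (15 genes, 13 used), periportal hepatocytes (15 genes, 15 used), genes biased to male (12, all used) and to female liver (12, all used), 4 Y chromosome genes, and *Xist*. The medians of each list were compared between DKO (injected at 1 day) and the 6 libraries of 15 week WT and controls injected at 1 day.

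The alternatives were other point limits, the median over tiles, tiles with a value in every sample, another pseudocount (0.1), no filter or a minimum of 5 FPKM, scaling by median ratios, unadjusted p, other control conditions, an overlap of at least 50 bp, equally long peak lists, other clustering, and leaving out each replicate in turn. Clustering used Euclidean distance and average linkage. The analysis ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.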

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

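The tests in this part were chosen after the results were seen, except those on WT ATAC-Seq peaks and on the neighbourhood of *Tet2* and *Tet3*.

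In WGBS, 20082 tiles were at least 35 points more methylated in DKO (injected at 1 day) than in both newborn and adult WT, in a class of tiles that the paper does not report. The opposite class was smaller by a ratio of 4.11. Random error of the single libraries is argued against by RRBS, made from separate libraries. At the 2052 RRBS tiles inside these WGBS tiles, DKO mice had 61.2% ± 1.12 (SD, n = 2) and injected controls 11.6% ± 0.651 (SD, n = 3), a difference of 49.6 points. A shift of the whole DKO RRBS libraries, as from incomplete bisulfite conversion, is argued against by 120059 RRBS tiles unmethylated at both ages. In RRBS these rose by only 0.587 points. The DKO WGBS library was made separately, so this does not test its conversion. At the 2052 RRBS tiles with the gain, DKO mice injected at 3 weeks had 40.2% ± 0.735 (SD, n = 2), and WT mice of 3 weeks 18.5% ± 0.541 (SD, n = 2). A candidate explanation is the loss of upkeep of open regulatory elements without TET2 and TET3. WT ATAC-Seq peaks covered 11.5% and 12.1% of these RRBS tiles, against 8.68% and 8.39% of 1763 tiles of similar adult methylation without the gain. In DKO the shares were 4.48% and 6.87%, against 10.2% and 10.6%. Of the WGBS tiles with the gain, 3.52% lie within 20 Mb of *Tet2* or *Tet3*. A strain difference between the floxed mice and the WT mice elsewhere in the genome stays open, as it was not tested.

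In the opposite direction, 4882 WGBS tiles were at least 35 points less methylated in DKO than in both newborn and adult WT, which the paper does not report either. At the 163 RRBS tiles inside them, DKO mice had 51.2% ± 1.09 (SD, n = 2) after injection at 1 day and 49.2% ± 3.57 (SD, n = 2) after injection at 3 weeks, and injected controls 85.4% ± 1.42 (SD, n = 3) and 79.4% ± 2.95 (SD, n = 3). Strain DNA around the floxed genes is argued against, since 3.13% of these tiles lie within 20 Mb of *Tet2* or *Tet3*, or 153 of 4882, compared with 265272 of all 8049849 tiles with a value. Strain differences elsewhere in the genome stay open, and no biological explanation was tested.

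The prenatal tiles, which the paper uses as a negative control for accessibility, were 7.06 points more methylated by RRBS in DKO mice injected at 1 day than in injected controls. All mutants lay above all controls (two-sided exact permutation test, p = 0.2, the smallest p that 2 against 3 allow). DKO mice injected at 3 weeks had 5.64% ± 0.403 (SD, n = 2). Low newborn WGBS values picked by chance are argued against by RRBS of 3 week WT mice, which had 2.39% at these tiles, as did the injected controls to 3 digits. The result depends on the choice of tiles: the difference was 0.680 points in tiles under 5% in newborn WGBS chosen without the fat and neutrophil rule. What stays open is whether hepatocyte-specific sites depend on continued TET activity or differ between the strains. Neither was tested here.

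The effect of the deletion on postnatal tiles differed between injection at 1 day and at 3 weeks by 21.9 points, and at the tiles demethylated after 3 weeks by 12.4 points (60.1 against 47.7). Both have p = 0.0167 in an exact permutation test, the smallest p that 120 relabelings allow. For the tiles demethylated by 3 weeks the difference of the effects was 35.0 points (exact permutation p = 0.117), and for prenatal tiles 3.80 points (exact permutation p = 0.183). Over all postnatal tiles the DKO mice injected at 3 weeks lay 2.99 points from WT mice of 3 weeks. This mean joins -2.35 points at the tiles demethylated after 3 weeks and 9.74 points at those demethylated by 3 weeks, so methylation lost before the deletion and a change after it cannot be told apart. A single injected control of 3 weeks as the cause, such as mouse C with its *Xist*, is argued against, because with any 1 of the 3 left out the difference was at least 21.4 points at postnatal tiles and at least 11.2 points at tiles demethylated after 3 weeks. Unequal deletion at the 2 injection times stays open and was not tested.

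In limma, the change in the libraries labelled DKO relative to their injected controls differed between the 2 injection times for 599 genes at an adjusted p under 0.05. It was more positive after injection at 1 day for 260 of them and more negative for 339, and 3324 genes differed at an unadjusted p under 0.05. The count depends on the genes tested, with 75 more positive and 53 more negative when no gene was left out for low expression. Under median-ratio scaling the number grew to 2243, with 969 more positive and 1274 more negative. The count therefore depends on library scaling. Whether the same 599 genes pass under it was not examined, so a part of scaling stays open. The control library of 3 weeks with *Xist* and no Y chromosome transcripts enters this contrast. The fit without it gave 287 genes, that without library A 97 and that without library B 368, so its part and the loss of a library cannot be told apart. A dependence on the age of deletion stays open beside it.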

How the results depend on the processing

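The tile sets, the rule for genes higher at 15 weeks, and the alternatives without the fat and neutrophil rule, with all injected controls, with 0.5 log2 units, with scaled FPKM against injected controls, with promoters at 50 points or of protein-coding transcripts, with a peak within 200 bp and with a replicate block for peaks were chosen after seeing the data.

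Across 61 results, 545 alternative values were computed. In 484 of them the result kept its direction and its side of the threshold, or moved by less than the spread. Of 33 results on groups of tiles or genes, 17 stayed so under each alternative that was run for them. They include the differences in methylation of all postnatal tiles and of tiles demethylated after and by 3 weeks in DKO and InsR KO mice, the relative expression differences, and the ATAC-Seq shares. The difference at postnatal tiles in DKO mice injected at 1 day ranged from 55.3 to 74.5 points, and that at tiles demethylated after 3 weeks in mice injected at 3 weeks from 42.7 to 61.8 points. The relative expression difference of the genes higher at 15 weeks ranged from -0.447 to -0.251. Keeping the direction does not mean a similar size. The difference at prenatal tiles fell from 7.06 to 0.680 points without the fat and neutrophil rule, and that of genes induced by 3 weeks ranged from 0.0152 to 0.422. With so few mice the exact tests cannot cross 0.05, so direction is all that these labels compare.

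The point limits set the size of the tile sets by construction. At 50 points there were 950 postnatal tiles, 514 tiles demethylated after 3 weeks and 54539 WGBS tiles, and at 25 points 305479 WGBS tiles. Without the fat and neutrophil rule there were 11575 postnatal tiles. Tiles that gained methylation were 9.89% at 40 and 25 points and 1.77% at 60 and 50 points. The share kept methylated in InsR KO was 44.8% at 25 points and 12.4% at 50 points, and that of WGBS tiles kept methylated in DKO was 84.4% and 44.7%. Promoters held 4.63% of WGBS tiles at 50 points and 3.29% with protein-coding transcripts alone. At tiles that gained methylation, the difference between DKO and injected controls reversed to -1.66 points for tiles chosen at 50 points, and the cause was not tested. With complete linkage, the injected controls formed their own cluster at 3 clusters in place of 4.

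In the expression results, 0.5 log2 units in place of 1 gave 1562 genes higher at 15 weeks and raised the share of lost tiles in such genes to 31.0%, and that of other measured tiles to 17.0%. That share was 18.1% for tiles lost by 50 points and 17.5% for RRBS tiles. An unadjusted p of at most 0.05 gave 3063 lower and 992 higher genes in DKO mice injected at 1 day, and 2562 changed genes in those injected at 3 weeks. FPKM scaled by median ratio gave 1494 higher and 1389 lower genes for injection at 1 day, in place of 607 and 1877, and 1185 changed genes for injection at 3 weeks. A mean of at least 5 FPKM, which tests fewer genes, left 406 changed genes for injection at 3 weeks, against 734. For 15 week against 3 week WT, 2678 higher and 1041 lower genes became 2033 and 1829 with scaling. In DKO injected at 3 weeks, 173 higher and 561 lower genes became 562 and 623. The cause of the effect of scaling was not tested.

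Leaving out 1 library lowers the number of samples. It gave from 987 to 1731 lower genes and from 387 to 529 higher genes in the 6 fits for injection at 1 day. The lower genes numbered 987 without 15 week WT library A, 1020 without B and 1001 without DKO library A. The higher genes numbered 387 without 15 week WT library B and 403 without C. For injection at 3 weeks it gave from 111 to 406 changed genes in 5 fits. These numbered 249 without 15 week WT library A, 339 without B, 405 without C, 406 without DKO library A and 111 without DKO library B, so no single number stands for this comparison. The log2 fold change of *Insr* ranged from -0.0584 to 0.21 in such fits. Against injected controls, the sign of the change reversed for *Tet3* (0.12), *Gpd2* (0.12) and *Gsk3b* (0.0213), and the cause was not tested. Over the 28 named genes, 288 alternative values were computed. Besides 6 reversals, 6 were weaker, 4 stronger and 4 moved without a change of direction. The weaker ones are *Tet2* in 4 fits and *Fto* in 1 fit that left out a library, and *Id3* against injected controls, and the stronger ones are of *Scp2*. The 4 last are the increases of *Mup20*, *Mup3*, *Cyp2c29* and *Mup21*, which grow with a pseudocount of 0.1.

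The difference in HNF6 shares at postnatal tiles reversed to -0.982 points with equally long lists and to -0.474 points for tiles at 50 points, and it ranged from -0.982 to 1.44 points across the 4 values that each left out 1 list. The cause was not tested. The share of postnatal tiles with a 5hmC peak was 9.63% with the 50% of peaks with the highest scores, a shorter list by construction, and 36.9% for tiles at 50 points. With the replicate number as a replicate block, the ATAC-Seq difference at postnatal tiles remained -6.42 points by construction (exact sign-flip test, p = 0.5, the smallest p that 2 pairs allow). The numbers pair lists of WT and DKO by name only. No replicate block was possible for RRBS and RNA-Seq, because the assigned columns carry no replicate number.

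Several alternatives were not run. Uninjected adult and 1 week RRBS columns could not be assigned, which left out limma on tiles, its logit scale, its unadjusted p, 5 of the other tissues, 15 week WT alone, uninjected controls, and leaving out 1 week replicates. The single 1 week RNA library left out adjusted or unadjusted p, a fit of only 2 groups and a block for genes higher at 15 weeks. Coverage minimums could not be changed without coverage, and models for counts need counts. Results for DKO mice injected at 15 weeks and for heart, lung and hippocampus were not run. The unknown coverage limits statements on single tiles, such as those in *Insr*, *Fto* and *Lpin1*. With 2 mutant mice against 3 or 2 others, the exact tests on methylation of 2 conditions cannot give a p under 0.2 or 0.333.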

Differences from the paper's values

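The tile sets and the rule for genes higher at 15 weeks, and values from 0.5 log2 units, from promoters at 50 points or of protein-coding transcripts and from tiles chosen on 1 of the 3 week mice were chosen after seeing the data.

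The tile sets used here rest on WGBS of newborn and adult hepatocytes and on 2 other tissues, where the paper used RRBS and more tissues. Hepatocyte-specific undermethylated tiles numbered 5427 against the paper's 9000. Of the alternatives set before the data were examined, 40 points closed the gap, with 7741 tiles, and 60 points (3722) and a value in every sample (4710) did not. Postnatally demethylated tiles numbered 1527 against the paper's 2800. The gap closed at 25 points (1958) and with hepatocyte-specific tiles at 40 points (2032), and not at 50 points (950). Tiles demethylated after 3 weeks numbered 775 against the paper's 1800, and none of the alternatives set before the data were examined closed the gap (514 to 921 tiles). Tiles that gained methylation made up 5.55% against the paper's 10%. Limits of 40 and 25 points gave 9.89% and closed the gap, and 60 and 50 points gave 1.77% and did not. Prenatal tiles numbered 646 against the paper's 1290, with no alternative set for this count.

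After deletion at 3 weeks, tiles demethylated by 3 weeks lay 9.74 points above WT mice of 3 weeks, against the paper's 6 as an upper limit. No alternative was set for this value before the data were examined. With tiles chosen on 1 of the 3 week mice and read in the other, chosen after seeing the values, the difference was 4.65 or 6.51 points, which is within 1.5 times the paper's value. In the narrower set within 10 points of adult, it was 6.60 or 9.10 points, of which only the first is within that limit.

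WGBS tiles that lost methylation numbered 131925, and merged regions 106538, against the paper's 52000 regions. No rule on other tissues was applied to WGBS tiles here, whereas the paper restricted them with a published data set that was not used here. At 50 points there were 54539 tiles and 44016 regions, which closed the gap, and at 25 points there were 305479 tiles, which did not. Promoters held 4.10% of these tiles against the paper's 2% as an upper limit. Neither 50 points (4.63%) nor protein-coding transcripts alone (3.29%), both chosen after seeing the values, closed the gap. Tiles inside or beside genes numbered 73698 against the paper's 31000, and intergenic tiles 52818 against the paper's 21023. At 50 points they numbered 33413 and 18599, and both gaps closed.

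Of the tiles in tested genes, 15.5% lay in genes higher at 15 weeks, against the paper's 30%. The paper's share refers to sites in or beside all known genes, so the 2 shares have unlike totals. Of the alternatives set before the data were examined, 50 points (18.1%), 1 kb beyond gene ends (15.7%) and RRBS tiles (17.5%) did not close the gap. With 0.5 log2 units, chosen after seeing the values, the share was 31.0%, but that among other measured tiles also rose, from 5.82% to 17.0%. Tiles in tested genes without postnatal induction numbered 47804, and 22820 at 50 points, against the paper's 22659. The paper's number covers all known genes, so the nearness at 50 points does not show that the gap closed. The same limit took the tiles in induced genes away from the paper's 8500, from 8785 to 5031. Genes higher at 15 weeks than at 1 week numbered 641 against the paper's 2070. None of the alternatives set before the data were examined closed the gap (566 to 877 genes), and 0.5 log2 units, chosen after seeing the values, gave 1562 genes, within 1.5 times the paper's number. Those with a postnatal WGBS tile numbered 532 against the paper's 1212. Genes induced by 3 weeks with a tile demethylated by then numbered 9 against the paper's 47. Genes called higher at 15 weeks than at 3 weeks were left out here, a rule that the paper does not state.

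Genes lower in DKO numbered 1877 against the paper's 870. The gap closed in the fits without 15 week WT library A (987), without 15 week WT library B (1020) and without DKO library A (1001). The other alternatives set before the data were examined gave 1306 to 3063 genes and did not close it.

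In direction, the paper states that HNF6 binding at postnatal sites falls with methylation, and the mean share of such tiles with an HNF6 peak was 0.229 points higher in DKO. With equally long lists it was -0.982 points, with 1.44% and 1.51% in WT and 0.458% and 0.524% in DKO. It was also negative without WT replicate 1 (-0.557 points) and for tiles at 50 points (-0.474 points), and the cause was not tested. The paper states that InsR ablation touches hardly any sites demethylated by 3 weeks, and these were 15.9 points above controls here. Their InsR KO mean of 24.2% was no higher than that of 3 week WT, at 25.3%. In controls these tiles still lost methylation after 3 weeks, so the 15.9 points do not decide against the paper. The paper describes the influence on H3K4me1 and H3K27ac as minor, and the shares of postnatal tiles with a peak changed by -12.8 and -9.50 points. For genes with tiles demethylated before 3 weeks the paper describes little effect of late deletion, and the 9 genes found here had a relative expression 0.273 higher in DKO than in 15 week WT. At 1.26 it lies within the range of 3 week WT, 1.05 to 1.65, to which the paper likens it, and over all 142 genes, with or without a tile, the difference was 0.0152. The paper describes prenatal sites as unaffected by the deficiency, in the context of accessibility, and their methylation was 7.06 points higher in DKO here.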

Other observations

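The tests in this part were chosen after the results were seen, except those on pericentral genes and on the sex of the DKO libraries.

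Sample labels do not give the sex of the mice. The names of the 2 InsR KO columns end in the letter M, which is not explained. *Xist* was at 48.0 to 77.1 FPKM in all 3 libraries of 3 week WT, with Y chromosome genes at 0.0185 or less. In the libraries of 1 week, 15 week WT, controls injected at 1 day and both DKO conditions, *Xist* was at 0.0609 or less and the mean of the Y chromosome genes between 7.71 and 10.1. Of the controls injected at 3 weeks, library C had *Xist* at 88.1 and Y chromosome genes at 0, and libraries A and B had the reverse. For the 2678 genes higher at 15 weeks than at 3 weeks, age and sex cannot be told apart, because all 3 week libraries differ from all 15 week libraries in both. In the 128 of them with a tile demethylated after 3 weeks, the 1 week library was at a relative expression of 0.691, near 3 week WT (0.502 to 0.704), and the controls injected at 3 weeks, library C among them, at 1.15 to 1.17, near 15 week WT. These values go against sex as the whole cause, but each rests on 1 library. The 142 genes higher at 3 weeks than at 1 week, and not called higher at 15 weeks, were chosen between libraries that differ in age and apparent sex too. For the tiles demethylated after 3 weeks, the control mouse of library C had 28.3%, against 25.1% and 24.4% in the other controls of 3 weeks and 76.0% in 3 week WT. The paper itself names male-specific late demethylation. One mouse is too few to exclude a part of sex in this difference, although its own value is far from that at 3 weeks.

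Other splits of the same libraries were fitted with limma. For DKO injected at 1 day against 15 week WT, against controls injected at 1 day, and for 15 week against 3 week WT, 1 of 10 splits, the real one, gave as many genes. The same held for controls injected at 3 weeks against 15 week WT, with 29 genes higher and 14 lower in the controls. With 10 splits no share under 0.05 is possible. For DKO injected at 1 day against 15 week WT and controls of 1 day together, 1 of 84 splits gave as many genes, with 3171 in the real split and at most 38 in the others. Controls injected at 1 day against 15 week WT gave 0 genes at an adjusted p under 0.05, with 354 higher and 501 lower at an unadjusted p under 0.05, and 10 of 10 splits gave as many. Under median-ratio scaling this comparison gave 15 higher and 8 lower genes.

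In DKO injected at 1 day, 75.6% of called genes were lower than in 15 week WT. A candidate explanation is that a few abundant genes take more of the FPKM. Under median-ratio scaling 48.2% of calls were lower. This share cannot decide, because the scaling centres the changes whatever their cause. The median log2 change of all tested genes was -0.131 before it and -0.000146 after it. The 10 most abundant genes held 19.6 to 22.3% of FPKM in DKO, 19.4 to 21.0% in controls injected at 1 day and 15.9 to 17.7% in 15 week WT. Against controls injected at 1 day, whose shares overlap those of DKO, 78.3% of calls were lower, and 1332 genes were higher and 1453 lower after scaling. This speaks against the 10 most abundant genes as the whole cause, but genes listed at 0 have no measured share. Without read counts, composition and a general fall cannot be told apart. Of the called genes, 1857 of 1877 lower and 596 of 607 higher had no overlap between the DKO and WT libraries.

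The largest falls in DKO include *Cyp2c29*, *Cyp2c37* and *Oat*. A difference in sex between the libraries is argued against, because the Y chromosome genes differed by only 0.0241 on the log2 scale (two-sided exact permutation test, p = 0.81) and *Xist* by 0.0085 (the same exact test, p = 0.548). Male-biased genes differed by 0.04 (exact permutation p = 0.81) and female-biased genes by 0.22 (exact permutation p = 0.0238, the smallest possible), with 6 of 12 genes lower in each list. Fewer pericentral hepatocytes or a lower pericentral program may contribute. The median of the pericentral list changed by -2.04 (exact permutation p = 0.0238), and -1.94 after scaling, with 13 of 13 genes lower, while that of the periportal list changed by 0.25 (exact permutation p = 0.167), and 0.42 after scaling, with 6 of 15 lower. *Glul* was at 11.0 FPKM in DKO, against 134 in 15 week WT and 149 in controls injected at 1 day, and *Cyp2e1* at 162 against 3929 and 2059. Fewer such cells and a lower program in them were not separated. After injection at 3 weeks the pericentral list changed by -1.05 against injected controls, where control library C raises the mean of the controls, and the periportal list by 0.29.

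Genes higher at 15 weeks were lower in DKO, and a choice of genes on the 15 week WT libraries is argued against as the whole cause, since the relative expression differed by -0.364 from injected controls, which had no part in the choice. Methylation kept at tiles inside the same genes may contribute. The 532 genes with a tile changed by -0.435 on the log2 scale and the 109 genes without one by -0.308. Relative to the same difference in the 6 controls, genes with a tile lay lower by a value of -0.135 (exact permutation p = 0.0238, the smallest possible). Their median induction was similar, at 1.70 and 1.72.

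Tiles demethylated by 3 weeks were more methylated after deletion at 3 weeks than in injected controls. Tiles still losing methylation at 3 weeks are a candidate explanation. The narrower set within 10 points of adult at 3 weeks still differed by 18.4 points, but tiles picked on mouse A rose by 8.23 points in the other mouse. This rise shows that low 3 week values picked by chance enter the difference from 3 week WT. DKO mice lay 4.65 points above the other mouse for tiles picked on A, and 6.51 points for tiles picked on B. In the narrower set these values were 6.60 and 9.10 points. With 2 mice of 3 weeks, the 2 explanations cannot be told apart from a gain after deletion.

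The HNF6 lists hold 9305 and 34665 peaks in DKO and 4387 and 9355 in WT. Sequencing depth is argued against, since the longest list, with 34665 peaks, came from 13437081 tags, the fewest of the 4. All 4 lists order by the share of tags in peaks, from 0.33% to 5.58%. This share is counted in the called peaks and grows with the length of the list nearly by construction, so efficiency of the immunoprecipitation and a biological difference cannot be told apart. This also limits what the HNF6 shares show.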
